# Din Oversees Mesenchymal Stem Cell Homeostasis in Mouse Incisors

**DOI:** 10.21203/rs.3.rs-6568233/v1

**Published:** 2025-05-14

**Authors:** Xiaofang Wang, Changchun Dong, Bikash Lamichhane, Sanjaya Thapa, Yongxu Zhang, Shreyan Gupta, James J. Cai

## Abstract

The murine incisor presents an excellent model for investigating stem cell homeostasis due to its regenerative capacity and continuous growth throughout the lifetime. Proper homeostasis of the dental epithelial stem cells (ESCs) and mesenchymal stem cells (MSCs) is pivotal for the continuous growth, tissue turnover and injury healing in murine incisors. By employing a newly developed knockout mouse model, we revealed that a predicted gene, *Din* (*4930453N24Rik*), plays pivotal roles in the homeostasis of MSCs in murine incisors. *Din*-deficient incisors exhibited arrested growth after eruption, and severely compromised healing/regeneration ability following injury. Although *Din* showed expression in multiple cell types in murine incisors, including both dental epithelium- and dental mesenchyme-derived naïve and differentiated cells, lineage-specific knockout of *Din* from epithelium, cranial neural crest, *Col1a1*-expressing cells, and *Gli1*+ MSCs indicated that *Din* is essential for the dental MSCs in murine incisors but dispensable for the dental ESCs and differentiated ameloblasts and odontoblasts. Single-cell RNA sequencing (scRNA-seq) analysis revealed a decline in *Din* expression levels along the MSC differentiation trajectory, with highest levels in MSCs and transit amplifying cells (TACs), followed by low levels in pulp fibroblasts and odontoblasts. *Din*-deficient MSCs exhibited receded stemness, reduced motility, accelerated aging, and compromised osteogenesis potential whilst enhanced adipogenesis potential. Our transcriptomic, proteomic, and GLISA assays collectively suggest that Din may oversee multiple aspects of MSC homeostasis in murine incisors through Rho GTPases.

## INTRODUCTION

The mutation of *Din* gene arose in the Jackson Laboratory inbred C3H/HeJ strain mice in 1984^1^. The incisors of the mutant mice showed phenotypes in an autosomal recessive trait, including arrested growth after eruption, “overgrowth” of dentin, and a reduced pulp chamber, collectively referred to as Dense incisors or Din^1^. The causal gene for Din was initially mapped to chromosome 16 by linkage analyses^1^, and later identified as the predicted gene *4930453N24Rik* via whole exome sequencing^2^. So far, little is known about the function of *Din* gene. The “overgrowth” of dentin due to arrested growth of incisors in *Din* mice, reminiscent of similar phenotypes observed in several mutant mice with dysregulated signaling in incisor stem cells or transit amplifying cells (TACs)^3–5^, which implies a potential role of *Din* in the homeostasis of murine incisors, particularly considering that mice experiencing issues with incisor renewal often exhibit similar phenotypes^3–7^.

Mice possess the unique ability to completely renew their incisors every 35 to 45 days. This trait, shared by all rodents, makes mice highly valuable for studying the regeneration of tissues through stem cells. Within a month, the epithelial and mesenchymal compartments of murine incisors replenish all their cells rapidly^8^. The self-renewal of incisor relies on quiescent epithelial stem cells (ESCs) in the cervical loop region^9, 10^ and mesenchymal stem cells (MSCs) localized near the cervical loops and neurovascular bundle that give rise to TACs^11, 12^. The ESCs and MSCs at the proximal side of incisor supply the progenitors that differentiate into ameloblasts and odontoblasts to form enamel and dentin continuously^3, 6, 13^. In response to injury or stress, the repair system of murine incisors gets activated which are backed by these stem cells that have intrinsic ability to self-renew and regenerate tissue-specific mature cells to replace damaged enamel, dentin and dental pulp. The tissue turnover and healing process require the continuous supply of cells that can divide over a period of time. Thus, the homeostasis of stem cells and their differentiation into the required tissue-specific cells are a must for proper turnover/healing which are governed by various signaling mechanisms^14^.

Stem cell homeostasis involves a series of tightly regulated cellular events, including population maintenance, cell cycle switching, directed migration, and guided differentiation, etc. Proper homeostasis of stem cells is crucial for postnatal growth, tissue turnover, and injury repair in both human and rodent teeth^3, 15^. Several regulatory mechanisms have been identified associated with the homeostasis of ESCs during enamel renewal/turnover in murine incisors^9, 16–19^. Due to the significant application prospects of MSCs in regenerative medicine/dentistry, there is a greater focus on research regarding MSC homeostasis in murine incisors, which is associated with tissue turnover and injury healing in dentin-pulp complex^3–5, 7, 12, 20–22^. These studies have revealed the regulatory mechanisms governing specific aspects of MSC homeostasis in mouse incisors. However, it remains unclear whether there are factors overseeing various aspects of MSC homeostasis and if a cohesive regulatory mechanism exists to coordinate the processes.

Small GTPases function as nodal points that integrate upstream regulatory inputs and disseminate effector outputs to modulate extensive signaling pathways and cytoskeleton reorganization to regulate cell proliferation, differentiation, polarization and motility, etc. They make binary on/off decisions through controlled loading of GTP (activation) and hydrolysis of GTP to GDP (inactivation). The cellular regulation of this cycle involves guanine nucleotide exchange factors (GEFs) which accelerate intrinsic GDP/GTP exchange, GTPase-activating proteins (GAPs) which **terminate the signaling event**, and guanine nucleotide dissociation inhibitors (GDIs) which bind to prenylated GTPases and control their cycle between the cytosol and membrane^23^.

It has been shown that small GTPases regulate the homeostasis and cell fate of several stem cell lineages^24–34^, and are implicated in tooth development and tissue turnover. For instance, integrin α3 regulates TAC proliferation via FAK and Cdc42, driving tissue renewal in mouse incisors^35^; RhoA, Rac1, and ROCK are associated with ameloblast differentiation^36^; and CDC42-mediated Wnt signaling promotes odontogenic differentiation of dental papilla cells during tooth root elongation^37^.

In this study, we demonstrate that *Din* is essential for MSC homeostasis in murine incisors, but is dispensable for odontoblasts and dental epithelium-derived cells, such as ameloblasts and ESCs. *Din* oversees multiple aspects of MSC homeostasis, including stemness, proliferation, differentiation, migration, and population maintenance. These functions are likely mediated through the binary molecular switches of Rho GTPases.

## RESULTS

### Din is Essential for the Postnatal Growth and Renewal of Murine Incisors.

*Din* deficiency did not affect the development of embryonic teeth but significantly compromised the postnatal growth and renewal of murine incisors and root development of molars. Histology of embryonic and postnatal incisors did not identify differences between *Din*-KO and WT until postnatal 10 days (Fig. S1). *Din*-KO incisorscan normally erupt into oral cavity. Subsequently, they started showing extremely slow or arrested growth (Fig. 1B and C), while their dentin continued accumulating until the pulp chamber was obstructed at older age (Fig. 1D, Fig. S2). Mature dentin and enamel were observed at the proximal side near cervical loops where normally they should not be present (Fig. 1D, Fig. S2). The molars of *Din*-KO mice showed a largely normal crown, with compromised postnatal growth of dental roots (Fig. 1E). The presecretory and secretory ameloblasts and odontoblasts in P10 *Din*-KO incisors displayed more mature and higher column morphology than WT (Fig. 1B), and laid down more dentin and enamel matrix at the proximal side near the cervical loops (Fig. 1B and D). No differences were identified in the teeth between male and female *Din*-KO mice.

### The Expression Pattern of Din in Murine Incisors.

The *Din*-KO allele had a LacZ reporter driven by endogenous *Din* promoter, which can be used to indicate *Din* expression (Fig. 1A). X-Gal staining on sagittal cryosections of lower incisors from 4-week-old *Din*-KO heterozygotes (normal mice) showed that *Din* is expressed in both differentiated and undifferentiated dental cells, including pre- and mature odontoblasts and ameloblasts (Fig. 1F–H), and dental pulp cells in the proximal neurovascular bundle (NVB) and between the labial and lingual cervical loops, where the putative dental MSC niches reside (Fig. 1I and J). Labial cervical loop (LaCL) only showed sparse expression, while the dental follicle cells posterior to LaCL displayed robust signals (Fig. 1K).Dual RNAScope staining of *Din* and *Gli1* showed co-expression of the two transcripts in *Gli1*+ MSCs and TACs in murine incisors (Fig. 1L–O).

### Din is Essential for Dentinogenesis but Dispensable for Amelogenesis in Murine Incisors.

The development of dentin and enamel involves reciprocal interactions between the dental epithelium and dental mesenchyme. Given that *Din* expression was detected in cells derived from both dental epithelium and dental mesenchyme, and that the dental defects observed in *Din*-KO mice incisors affected both dentin and enamel, there is a need to clarify whether *Din* functions in either dental tissue or both of them. To this end, *Din-floxed* mice were crossbred with *K14-Cre* and *Wnt1-Cre2* transgenic mice to conditionally knock out (cKO) *Din* from either tissue. Surprisingly, the *K14-Cre* derived cKO mice did not show any dental abnormities, while the *Wnt1-Cre2* derived cKO mice recapitulated the dentin and enamel phenotypes of *Din*-KO mice (Fig. 2A–C’). These results indicate that *Din* plays a critical role in dentinogenesis but is not essential for amelogenesis in murine incisors. The enamel defects observed in the incisors of *Din*-KO mice appear to be secondary effects resulting from defective dentinogenesis.

### Din is Essent ial for MSCs but not Odontoblasts in Murine Incisors.

To determine the cell stages at which *Din* functions in dental mesenchyme-derived cells, we conditionally knocked out *Din* from cells expressing *Col1a* and MSCs expressing *Gli1* using 2.3-kb *Col1a1-Cre* and *Gli1-Cre*^*ERT2*^. Surprisingly, *Din*-cKO from *Col1a*-expressing cells (odontoblasts and fibroblasts) did not result in any dental abnormities (Fig. 2D and D’), while *Din*-cKO from *Gli1*+ MSCs recapitulated a milder version of dentin and enamel defects similar to the *Din*-KO mice (Fig. 2E–G). These results collectively suggest that *Din* is dispensable for odontoblasts but essential for dental MSCs in murine incisors.

In addition to *Gli1*+ MSCs, there are multiple MSC subsets in mouse incisors responsible for tissue homeostasis and/or injury healing^38^. 

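Single cells from the proximal tissue of the lower incisor at postnatal day 15 were sequenced with the 10x Genomics 3' chemistry, which counts transcripts by unique molecular identifiers (UMIs) near their 3' ends. WT mice gave 2 libraries. The authors aligned the reads to mm10/GRCm38 and counted UMIs with CellRanger 6.0.2, and they deposited the UMI counts per gene and barcode without normalization. The count of UMIs over all barcodes was 50423655 in WT replicate 1 and 32198098 in WT replicate 2, from 6613 and 3257 barcodes. With the paper's filters (at least 1000 detected genes, at most 10% mitochondrial and at most 3% hemoglobin UMIs), 3903 and 1560 cells remained, with a median of 9178 and 11587.5 UMIs per cell. Both libraries were integrated with Seurat after regression of the cell cycle and clustered at a resolution of 1, as the paper's methods state, on 30 principal components. Clusters were named from marker lists fixed before the data were examined. The number of mice in a library is not given in the sources used here.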

To determine *Din* expression in the cell populations in murine incisors, we performed scRNA-seq on the proximal tissues from the lower incisors of P15 WT mice. 

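Clustering of the WT cells gave 25 clusters, of which 24 could be named from the marker lists. Mesenchyme-like cells made up 10 clusters and 3487 cells, and they were divided into dental pulp-like, dental follicle-like and odontoblast-like clusters. The other named clusters were macrophage-like, monocyte or dendritic-like, neutrophil-like, B-like, endothelium-like, perivascular-like, epithelium-like, glia-like and erythroid-like. The cluster numbers depended on the settings. At a resolution of 0.5 there were 19 clusters with 8 mesenchyme-like ones, without integration 25 with 8, and without regression of the cell cycle 27 with 10. The most differentiated odontoblast-like cluster was led by Bglap, Col1a1 and Dspp, held 75 cells, and drew 66 of them from WT replicate 2 and 9 from WT replicate 1.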

Out of the 17 cell groups identified by cell clustering (Fig. 3A), we focused on the 6 groups from mesenchyme, including dental pulp, dental follicle, and odontoblasts (Fig. 3B). 

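Din is listed in the files as din, with the Ensembl identifier ENSMUSG00000059920. In the GRCm38 annotation it is the protein-coding gene 4930453N24Rik on chromosome 16, from 64751751 to 64771161 on the minus strand. Dental pulp-like and odontoblast-like WT cells (2768 cells) were ordered by diffusion pseudotime from the cluster with the highest Gli1, leaving Din, Gli1, Axin2, Sox9, Msx2, Dspp and Dmp1 out of the ordering, and were divided into 5 bins of equal cell number. Din was at 35.0 ± 1.6 CPM (SD, n = 2 libraries) in the first bin, 30.6 ± 7.8 in the second, 36.5 ± 1.7 in the third, 24.3 ± 20.1 in the fourth and 26.9 ± 4.8 in the fifth. In WT replicate 2 bins 3 and 4 held 11 and 10 cells with 4 and 1 UMIs of Din, too few to place them. In WT replicate 1 Din was at 36.1, 36.2, 37.7, 38.5 and 30.3 CPM over the 5 bins, so it did not fall until the last. The log2 ratio of the first to the last bin was 0.39 ± 0.19 (SD, n = 2), from 0.25 in WT replicate 1 and 0.52 in WT replicate 2. It depended on the binning and the cells. With 10 bins it was 0.39 ± 0.67, with -0.08 in WT replicate 1 (27.7 CPM in the first and 29.4 CPM in the last bin), and with dental follicle-like clusters included it was 0.23 ± 0.27, with 0.035 in WT replicate 1. With cells thinned to 2000 UMIs it was 0.74 ± 0.41, with 1.03 in WT replicate 1 (39.7 and 19.5 CPM, and 47.7 CPM in the third bin) and 0.45 in WT replicate 2. The ratio was 0.20 when WT replicate 1 was ordered alone and 1.31 when WT replicate 2 was. Along the same order Gli1 fell (log2 ratio 1.36 ± 0.22) and Dspp rose (-6.61 ± 2.80). Axin2, which the paper's discussion links to TACs, also rose (-0.76 ± 0.04). In WT replicate 1 Gli1 was at 5.47 CPM in the fourth bin and 29.5 CPM in the fifth, so it did not fall throughout. The ordering separated odontoblast-like cells weakly, since 60.9% of them lay in the last bin. In odontoblast-like clusters (347 cells led by Smpd3, Col1a1, Ptn and Lum and 75 cells led by Bglap, Col1a1 and Dspp) against the other mesenchyme-like clusters, Din had a log2 fold change of -0.24 (standard error 0.23, adjusted p = 0.532 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 34.3 against 35.0 CPM in WT replicate 1 and 21.4 against 29.6 CPM in WT replicate 2. With classes formed from all 4 libraries, which left 121 odontoblast-like WT cells, it was -0.41 (standard error 0.31, adjusted p = 0.468 from edgeR). There a cluster led by Smpd3, Ptn and Lum was named dental pulp-like. In the clusters of WT alone the odontoblast-like class was higher in Axin2 (log2 fold change 1.28, adjusted p = 0.0269 from edgeR), beside Dspp (6.81) and Dmp1 (6.22). It may hold less differentiated cells, which limits it as a test of odontoblasts.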

Pseudo-time assay revealed a decline in *Din* expression levels along the trajectory of MSC differentiation, with highest levels in MSCs and TACs, followed by low levels in pulp fibroblasts (PFbs) and odontoblasts (ODbs) (Fig. 3C). The scRNA-seq data further demonstrated *Din* expression in multiple MSC subsets in murine incisors, but in each subset, only a fraction of MSCs express *Din* (Fig. 3D). These data collectively suggests that *Din* is essential for dental MSCs but dispensable for odontoblasts. 

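Among 3487 WT mesenchyme-like cells, 1122 held at least 1 UMI of Din. Of the cells with a UMI of Gli1, 39.2% ± 2.4 (SD, n = 2 libraries) also held one of Din. The share was 40.4% ± 5.0 for Axin2, 37.0% ± 8.2 for Pdgfrb, 36.7% ± 5.2 for Runx2, 38.7% ± 3.9 for Cspg4, 43.5% ± 1.1 for Thy1 and 41.8% ± 3.6 for Acta2. Cells without the marker held Din in a mean of 28.7% (Runx2) to 33.2% (Thy1). A UMI of both genes is easier to find in a deeper cell. With every cell thinned to 2000 UMIs, the shares fell to between 5.11% (Runx2) and 9.01% (Axin2), and the mean shares of Runx2, Thy1 and Acta2 lay under those in cells without the marker. Only Runx2 did so in both libraries. In WT replicate 2 Thy1 (5.88% against 5.83%) and Acta2 (6.02% against 5.79%) did not, and Gli1 (5.45% against 5.85%) did. Thinned shares rested on few cells, such as 9 of 103 for Axin2 and 3 of 56 for Thy1. Free RNA in the droplets, which was not measured, would add to such shares. In classes formed from all 4 libraries, Din was found in 33.9% ± 5.2 of WT mesenchyme-like cells (median 9220.5 and 15493 UMIs in the 2 libraries) and in 7.81% ± 11.0 of WT neutrophil-like cells (median 13639 and 6288 UMIs), with 0 of 71 neutrophil-like cells in WT replicate 2. In other immune classes of WT the share was 17.1% ± 4.0 (macrophage-like), 13.2% ± 2.7 (B-like) and 27.0% ± 2.9 (T or NK-like). With every cell thinned to 2000 UMIs it was 4.19% ± 1.6 in macrophage-like, 5.74% ± 3.8 in B-like (8.43% and 3.05% in WT replicates 1 and 2), 3.00% ± 0.32 in T or NK-like, 0 in neutrophil-like and 6.31% ± 0.83 in mesenchyme-like cells. A cell without a Din UMI at these depths may still express it. The paper proposes that Din is essential for dental MSCs and dispensable for odontoblasts. It draws this from its conditional knockouts in Col1a1-expressing cells and Gli1+ MSCs, beside the decline along the trajectory and the expression in these subsets. The data used here do not bear on the knockouts.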

The *Din*-KO dental defects may involve multiple MSC subsets.

### Din is Essential for the Homeostasis of Dental MSCs During Postnatal Growth of Murine Incisors.

Mouse incisor is an excellent model for studying homeostasis of stem cells due to its rapid turnover during postnatal growth and regenerative capacity. To determine the impact of *Din* deficiency on the homeostasis of dental MSCs, we examined the label retaining cells (LRCs) in mouse incisors. *Din*-KO and WT mice were i.p. injected with EdU (50 mg/kg) at P10 for 7 consecutive days, and sacrificed after 8 weeks. The mandibles were processed for tissue clearing and whole-mount EdU staining followed by confocal microscopy and Imaris quantitation as previously described^39, 40^. The *Din*-KO incisors showed dramatically less LRCs in both MSC niche and cervical loops than WT (Fig. 4A–D, F). Next, we examined TACs proliferation in incisor at P10, P15 and P21. EdU (50 mg/kg) was i.p. injected 2 h prior to sacrifice. IF staining of DSPP and AMEL was conducted on sagittal cryosections of lower incisors. *Din*-KO incisors showed reduced TACs in dental mesenchyme and epithelium, starting at P10 and worsening with age (Fig. 4G and H). Despite UniProt and MGI gene annotations associating *Din* with “cell apoptosis,” we did not observe significant changes in TUNEL staining in *Din*-KO incisors. (Fig. S3).

To determine the impacts of Din deficiency on the homeostasis of MSC progenies in mouse incisors, we performed lineage tracing of *Gli1*+ MSCs. *Gli1-CreERT2* and *tdTomato* transgenic mice were crossbred with *Din*-KO and WT mice. CreERT2 was induced by a single injection of tamoxifen (75 mg/kg, i.p.) at P11. The expression of tdtomato was traced for 36 h, 3 days, and 7 days. The *Din*-KO incisors showed significantly less *Gli1*+ MSCs than WT at 36 h, and their progeny cells displayed dramatically less/slower contribution to the tissue turnover from proximal toward incisal side at 3 and 7 days of tracing (Fig. 5A and B). IF staining detected robust expression of DSPP and AMEL on the proximal side near cervical loops in *Din*-KO incisors (Fig. 5C–F). The overlapping distance of DSPP/EdU or AMEL/EdU, indicative of the differentiation potential of TACs, was dramatically diminished in *Din*-KO incisors (Fig. 5C, E and G).These data strongly suggest that *Din* is essential for MSCs homeostasis in murine incisors during the postnatal growth and tissue turnover.

### Din is Essential for the Homeostasis of Dental MSCs During Injury Healing/Regeneration of Murine Incisors.

The MSCs responsible for tissue homeostasis and injury repair are often attributed to different subpopulations^3, 11, 21, 38^. Our scRNA-seq and open-access data showed *Din* expression in multiple MSC subsets in murine incisors (Fig. 3D). To determine if Din is essential for the MSCs subsets responsible for injury healing, we conducted injury repair experiments on the lower incisors in 6-week-old mice^7, 41^. The broken incisors of WT mice regenerated to normal length in 5 days, while *Din*-KO incisors lacked regenerative healing (Fig. 6A and B). This data suggests that *Din* is essential for the homeostasis of MSC subsets responsible for injury healing and regeneration in murine teeth.

### Din Oversees Multiple Aspects of MSCs Homeostasis.

To investigate whether *Din*-KO MSCs undergo cellular behavior/capability changes during tissue turnover and injury repair, we isolated *Gli1*+ MSCs from mouse incisors for CFU-F and tri-lineage differentiation assays. The *Din*-KO MSCs exhibited reduced capacities for CFU-F, osteogenesis, and chondrogenesis compared to normal controls (Fig. 6C–E), whereas their adipogenesis potential was significantly enhanced (Fig. 6F). Senescence assays, including β-Gal staining and Q-PCR analysis of senescence markers, unveiled a notable increase in aging cells and elevated expression levels of *P16* and *P21* in *Din*-KO MSCs (Fig. 7A and B). Scratch assays conducted on monolayer MSCs demonstrated a markedly impaired motility in *Din*-KO MSCs compared to normal controls. (Fig. 7C).

### Din Regulate MSCs Homeostasis through Rho GTPases.

Using Phyre2 and cNLS Mapper analyses, we identified a Nuclear Transport Factor 2 (NTF2) domain and two Nuclear Localization Sequences (NLS) in the DIN protein. (Fig. 8A). NTF2 is a cytosolic protein mediating the import of GDP-bound small GTPase RAN (RAs-related Nuclear protein) from the cytoplasm into the nucleus, which is essential for the function of RAN in cargo receptor-mediated nucleocytoplasmic transport. The presence of NTF2 and NLS domains in DIN suggests that DIN may translocate into the cell nucleus to carry out its function. We determined the subcellular location of DIN by constructing and transfecting a *pCMV6-Din-GFP* mammalian expression vector into HEK-293 and NIH/3T3 cells. The DIN-GFP fusion proteins showed robust nuclear (membrane) localization in both cell lines (Fig. 8B).

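The comparison used 2 libraries of Din-KO and 2 of WT incisors at postnatal day 15. The count of UMIs over all barcodes was 54348039 in Din-KO replicate 1 and 33076212 in Din-KO replicate 2, from 6958 and 3674 barcodes, and 4575 and 1272 cells passed the same filters as in WT, with medians of 8016 and 11486.5 UMIs. All 4 libraries were clustered together, and the UMIs of each gene were summed over the mesenchyme-like cells of a library, so that the library and not the cell was the replicate. Sums were normalized with TMM and tested with edgeR's quasi-likelihood test. Both Din-KO libraries held cells with UMIs of Y-linked genes and at most 1 UMI of Xist (43.5% and 43.0% of mesenchyme-like cells). Both WT libraries held none by the same rule, so sex and genotype were confounded in these sums. Din itself does not check the labels here. The deleted exon 2 (64768924 to 64769162 on chromosome 16 of GRCm38) lies upstream of exon 3, which holds the 3' UTR of transcript ENSMUST00000076991. Any 3' tags from exon 3 can be counted with or without exon 2. Another transcript of the gene, ENSMUST00000162732, lies wholly downstream of exon 2. The knockout allele in the paper also carries a LacZ reporter, and its effect on RNA from exon 3 was not tested. Din (din in the files) was at 36.8 and 28.1 CPM in WT replicates 1 and 2 and at 22.8 and 27.0 CPM in Din-KO replicates 1 and 2, a log2 fold change of -0.39 (standard error 0.23, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).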

To investigate the potential mechanism through which *Din* regulates the homeostasis of dental MSCs, we compared gene expression in fibroblasts between *Din*-KO and WT incisors. The processed scRNA-seq data contains 16,934 genes expression in 8,550 fibroblast cells: 4,478 from the *Din*-KO samples and 4,072 from the WT samples (Fig. 9A). 

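Of 20502 deposited barcodes, 11310 passed the filters and 7004 of these fell in mesenchyme-like clusters, 3583 from Din-KO and 3421 from WT. Din-KO replicate 1 gave 2990 of them, Din-KO replicate 2 gave 593, WT replicate 1 gave 2632 and WT replicate 2 gave 789. Other settings gave between 6451 cells, when cells were chosen one by one from collagen genes, and 7021 cells, without regression of the cell cycle. With a wider filter on cells as well, the choice one by one gave 7707. Dental pulp-like cells were 2621 and 2285 in replicate 1 of Din-KO and WT but 268 and 343 in replicate 2, so the replicates differed in the make-up of the class. Some clusters also differed between genotypes in both replicates. A dental pulp-like cluster led by Smoc2 and Sfrp2 held 564 and 55 cells in Din-KO replicates 1 and 2 and 205 and 30 in WT. One led by Ifitm1 and Igfbp5 went the other way, with 519 and 29 cells in Din-KO and 800 and 84 in WT. These differences were not tested. After a filter on low counts, 15195 genes were tested.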

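Between Din-KO and WT mesenchyme-like cells, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05 called 0 genes lower and 0 higher in Din-KO among 15195 genes (2 libraries against 2). At an unadjusted p under 0.05 there were 152 genes, 19 lower and 133 higher, and the smallest adjusted p was 0.311. DESeq2 called 0 lower and 17 higher, 4 of them the Y-linked Ddx3y, Eif2s3y, Kdm5d and Uty. In counts simulated for these libraries at the estimated dispersion, edgeR recovered 52.5% of 200 genes changed 4-fold, so smaller changes could be missed. A Wilcoxon test that took each cell as a replicate moved the counts most, to 5772 lower and 857 higher. The same test called 11092 genes between the 2 WT libraries. With every cell thinned to 2000 UMIs, it called 759 lower and 702 higher.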

Using differential expression analysis, we identified 1,640 down-regulated genes (with expression level is lower in KO samples) and 463 up-regulated genes (with expression level is higher in KO samples, Fig. 9B). GO enrichment analysis with down-regulated genes identified 17 significant molecular function terms with Enrichr p-value < 0.05 (Fig. 9C). These include GDP Binding (GO:0019003), Guanyl Ribonucleotide Binding (GO:0032561), GTPase Activator Activity (GO:0005096), and GTPase Activity (GO:0003924). These results are consistent with the anticipated function of the NTF2 domain. 

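Genes of GTPase regulator families were taken by symbol before the data were examined, since no gene ontology annotation was used here. The 234 tested members, leaving out the GTPase-related genes the study names, had a median log2 fold change of -0.0019 in Din-KO against WT mesenchyme-like cells, with 118 of them lower, while the mean was 0.05 and camera with a preset correlation gave the direction up (p = 0.279). With fry (p = 0.789) and with an estimated correlation (p = 0.755) the set was not past 0.05 either. It depended on single libraries. The median was -0.07 without WT replicate 1 and 0.22 without WT replicate 2. Both fits leave unequal replicate numbers in the groups, so these medians also carry the difference between replicates. The 115 members of small GTPase families had a median of -0.04 (camera p = 0.0703, fry p = 0.297, estimated correlation p = 0.118). The paper regards the terms found among its down-regulated genes as compatible with the function anticipated for the NTF2 domain.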

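Among 12 GTPase-related genes (Vav3, Arhgap10, Arhgap42, Acap2, Rgs3, Dlc1, Chn1, Arhgap29, Arhgap28, Iqgap2, Dnm1l and Smap1), all 12 had a negative log2 fold change in Din-KO against WT mesenchyme-like cells, from -0.69 (Vav3) to -0.08 (Dlc1) with a median of -0.33. None was past the threshold in tests that left out the replicate number. edgeR's quasi-likelihood test called 0 of them over all genes tested and 0 adjusted over the list alone, where the smallest adjusted p was 0.502, and DESeq2 also called 0. The list was chosen by the study on these samples, so the common sign is not independent evidence. All 12 were lower in Din-KO than in WT in replicate 1 and 11 in replicate 2, where Dlc1 was higher. In 3 genes (Rgs3, Arhgap29 and Smap1) both Din-KO libraries lay below both WT libraries, which chance gives in 16.7% of genes and which was seen in 8.51% of all 15195 tested genes. Rgs3 (ENSMUSG00000059810, chromosome 4 of GRCm38 from 62559847 to 62704001) was at 236 and 200.1 CPM in WT replicates 1 and 2 and at 190 and 135 CPM in Din-KO replicates 1 and 2, a log2 fold change of -0.43 (standard error 0.25, adjusted p = 1.00 from edgeR). Vav3 (ENSMUSG00000033721, chromosome 3 from 109340653 to 109685698) was at 37.1 and 12.0 CPM in WT replicates 1 and 2 and at 23.2 and 7.14 CPM in Din-KO replicates 1 and 2. Din-KO lay below WT in both replicates, and the replicates lay further apart than the genotypes. Without WT replicate 1, 6 of the 12 were negative and the median was 0.022. All 12 were negative without Din-KO replicate 1 (median -0.45) and without WT replicate 2 (-0.55), and 11 without Din-KO replicate 2 (-0.21). Each of these fits leaves unequal replicate numbers in the groups, so it also carries the difference between replicates. As a set the genes were lower by camera with a preset correlation (p = 5.69e-05), which did not hold with an estimated correlation (p = 0.194) or with fry (p = 0.320). The Wilcoxon test over cells, which counts cells as replicates, called all 12 lower, and 9 with every cell thinned to 2000 UMIs. It also called 12 lower (7 thinned) between groups that each held 1 WT and 1 Din-KO library, a grouping carried by the replicate 1 cells of either genotype.

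**Figure D1:**
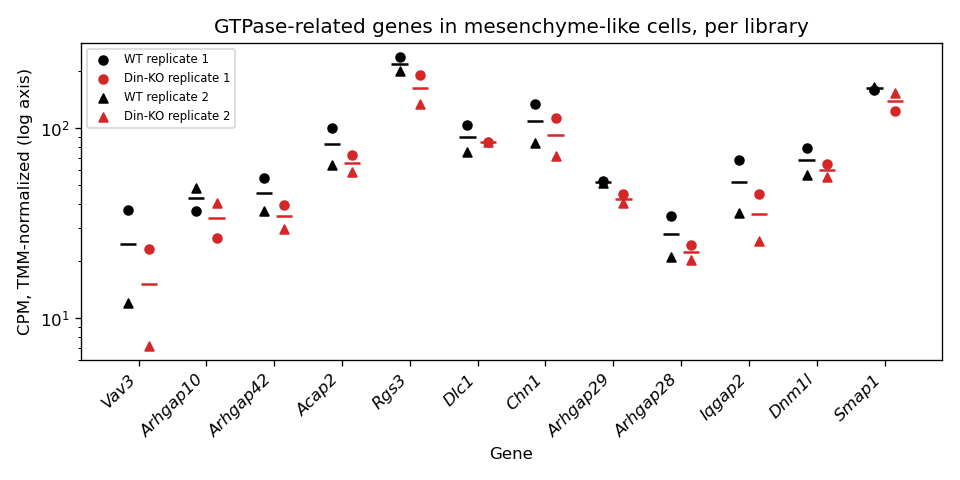
CPM after TMM normalization (log axis) of the 12 GTPase-related genes in mesenchyme-like cells. Each point is 1 library (black WT, red Din-KO, circles replicate 1, triangles replicate 2) and each bar is the mean of 2 libraries. For Vav3 the WT points lie at 37.1 and 12.0 CPM and the Din-KO points at 23.2 and 7.14 CPM.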

Associated GTPase-related genes include: *Vav3, Arhgap10, Arhgap42, Acap2, Rgs3, Dlc1, Chn1, Arhgap29, Arhgap28, Iqgap2, Dnm1l, and Smap1*, which were all significantly downregulated in the *Din*-KO fibroblast populations (Supplementary Table 1).

To identify small GTPases that potentially interact with DIN, we conducted Co-IP assays on lysates prepared from NIH/3T3 cells stably transfected with *pCMV6-Din-HA* constructs, followed by LC-MS (liquid chromatography - mass spectrometry) assays (Fig. S4). Four Rho GTPases, namely Nras, RhoA, Cdc42, and Rac1, were identified as potential interactors with DIN, as evidenced by their 3.4 – 82.5 fold higher abundance in the DIN-HA pulled-down immunoprecipitations (Supplementary Table 2). The activity of these GTPases was further examined in the *Gli1*+ MSCs isolated from murine incisors using the RhoA/Rac1/CDC42 G-LISA Activation Assay Bundle Kit and Ras G-LISA Activation Assay Kit. The *Din*-KO MSCs showed significantly lower activity (GTP-bound) levels of RhoA and Rac1 compared to WT MSCs (Fig. S5), without apparent alteration in the levels of active Nras and Cdc42. These results collectively suggest that Din may positively regulate RhoA and Rac1 in MSCs within murine incisors.

## DISCUSSION

*Din* exhibits a broad expression pattern in both dental epithelial and mesenchymal naïve and differentiated cells. Correspondingly, *Din*-KO mice show defects in both dentin and enamel in their incisors. However, our lineage- and tissue-specific knockout studies targeting the epithelium, cranial neural crest, *Col1a1*-expressing cells, and *Gli1*+ MSCs demonstrated that *Din* is dispensable for odontoblasts and dental epithelium-derived cells (such as ameloblasts and ESCs) but is essential for dental MSCs in murine incisors. These findings indicate that the enamel defects observed in *Din*-KO mice are secondary to impaired dentinogenesis, and the primary dentin defects arise from abnormalities in MSCs but not from differentiated odontoblasts. Tooth development relies on proper epithelium-mesenchyme interactions. The epithelial or mesenchymal signaling can regulate the behavior of stem cells located in the counterpart compartment in murine incisors^6, 9, 42–45^. Thus, primary defects in the MSCs may have secondary effects on the ESCs and vice versa. In this study, both ESCs and MSCs in the *Din*-KO incisors exhibited a significant decrease in quantity, along with compromised proliferation and differentiation, suggesting that the potential interaction between MSCs and ESCs may be associated with the secondary enamel defects observed in the incisors of *Din*-KO mice.

Proper homeostasis of MSCs is crucial for the tissue turnover and injury repair in teeth^38^. Several studies have identified regulatory mechanisms governing certain aspects of MSC homeostasis in murine incisors^3–5, 7, 12, 20–22^. It remains unclear whether a cohesive regulatory mechanism oversees the homeostasis of MSCs. Through *in vivo* lineage tracing of MSCs in *Din*-KO and *Din*-cKO mice, along with *in vitro* characterization of the cellular potential and capacities of *Din*-deficient MSCs, we found that *Din* is essential for multiple aspects of MSC homeostasis, including maintaining stemness, migration, aging, proliferation, and differentiation. It plays a central role in regulating MSC homeostasis in murine incisors. This overarching effect is evident in two aspects: first, *Din* is expressed in multiple MSC subpopulations within murine incisors; second, *Din* may regulate MSCs through GTPases, which are binary molecular switches involved in the extensive regulation of various cellular processes. Through scRNA-seq and computational analysis, we identified a connection between Din and GTPases. Additionally, using IP, MS, and GLISA, we preliminarily identified several Rho GTPases that may interact with Din. Future studies will involve a series of *in vivo* and *in vitro* experiments to validate and further investigate the regulatory relationship between these molecules.

The expression of odontoblast and ameloblast differentiation markers, DSPP and AMEL, in the *Din*-KO incisors exhibited a ‘stronger’ and ‘more proximal’ pattern near the cervical loops, with reduced or absent overlap with EdU+ cells. It should be noted that this seemingly ‘stronger’ and ‘earlier differentiation’ pattern does not indicate enhanced proliferation and differentiation. On the contrary, it suggests a reduced capacity of the MSCs and ESCs regarding these aspects. The *Din*-deficient dental stem cells cannot supply adequate new TACs to support the turnover of ameloblasts and odontoblasts toward incisal side. Consequently, pre-odontoblasts and pre-ameloblasts differentiate into high-column mature cells in situ near the cervical loops, leading to robust DSPP and AMEL expression and the formation of mature enamel and dentin on the proximal side of the incisors.

The various MSC subpopulations in the dental pulp enable continuous growth and rapid repair of murine incisors. However, tissue turnover and injury repair are usually associated with different MSC subsets^3, 11, 21, 38^.For instance, *Gli1*+, *Thy1*+, and *Plp1*+ cells are slow-cycling cells regulating incisor tissue turnover and/or injury healing. *αSMA*+ and *Cspg4*+ MSCs function as pericytes involved in tissue healing following injury, whereas *Pdgfrb*+ and *Axin2*+ cells represent TACs derived from MSCs re-entering the cell cycle. Our scRNA-seq data showed that *Din* is expressed in most of the MSC subsets, and in each subset, only a fraction of MSCs express *Din*. It remains unclear whether the expression or absence of *Din* within the same subset leads to differences in MSCs behavior and cell fate. Future single-cell analysis and cellular characterizations after sorting the *Din*+ and *Din*− populations within each MSC subset and subset-specific knockouts may provide more valuable insights to clarify these questions. As a starting point, we knocked out *Din* from the largest MSC subpopulation in mouse incisors, the *Gli1*+ MSCs. The resulting conditional knockout incisors displayed a milder phenotype compared to the conventional knockout, which may be partially attributed to the efficiency of Cre, but more likely reflects *Din*’s role in multiple MSC subsets. Specifically, the knockout of *Din* in a single MSC subpopulation cannot fully recapitulate the knockout phenotype.

In summary, we have identified that a predictive gene *Din* plays central role in regulating multiple aspects of MSC homeostasis in murine incisors, which is essential for their continuous growth and injury repair. The mechanism underlying the regulation of incisor MSC homeostasis is associated with small GTPases.

## MATERIALS & METHODS

### Animals

All animal experiments were carried out according to the protocol approved by the Institutional Animal Care and Use Committee (IACUC) of Texas A&M University School of Dentistry (Dallas, TX, USA), and performed by the NIH Guide for the Care and Use of Laboratory Animals.

#### Generation of Din-KO^1st^, Din-KO and Din-flox Alleles

*Din*-KO^1st^ mice were generated using a gene-trap targeted ES cell clone *4930453N24Rik*^*tm1a(KOMP)Mbp*^ from The Knockout Mouse Project (KOMP). The *KO*^*1st*^ allele (Fig. 1A, tm1a) having *loxP* and *Frt* sequences can be transformed into conventional *Din-KO* (Fig. 1A, tm1b) or *Din*^*flox*^ (Fig. 1A, tm1c) allele via breeding with germline expressing *Cre* or *Flp* transgenic mice.

#### Generation of Din Conditional Knockout (cKO) Mice

All Cre lines used for generating cKO alleles were purchased from Jackson Laboratory (Bar Harbor, ME, USA). *Din-flox* mice were crossbred with *K14-Cre* (stock #004782), *Wnt1-Cre2* (stock #022501), *2.3Kb Col1a1-CreER*^*T2*^ (stock #016241) and *Gli1-CreER*^*T2*^ (stock #007913) mice to generate *K14*^*Cre/+*^;*Din*^*flox/flox*^*, Wnt1*^*Cre2/+*^;*Din*^*flox/flox*^*, 2.3KbCol1a1*^*CreERT2/+*^;*Din*^*flox/flox*^*, and Gli1*^*CreERT2/+*^;*Din*^*flox/flox*^ cKO mice, respectively. To induce CreER^T2^ expression, tamoxifen was administrated to mice by i.p. injection (75 mg/kg) at postnatal 5 days (P5) for 3 days.

### X-ray and Micro-CT

The dissected mandibles from 6-week-old mice were analyzed using X-ray radiography (Faxitron MX-20DC12, Tucson, AZ, USA). Micro-CT analyses were performed using a Scanco micro-CT35 imaging system (Scanco Medical, Bassersdorf, Switzerland) with a medium-resolution scan (7.0 μm slice increment) on mandibles. The.isq files obtained were read with KHKS-Scanco-ISQ-File Reader plugins installed in ImageJ. The.isq files were converted to.ids files using ImageJ. The.ids file obtained were converted into.ims file using Imaris File Converter. The.ims file was opened in the imaris Bitplane 9.01. Gross and sectional μ-CT imaging were obtained with pseudocolor rendering using the Imaris software.

### Histology

#### FFPE Tissue Sections

P15 and 6 weeks-old mice were harvested and mandibles were dissected and fixed with 4% paraformaldehyde (PFA) (Sigma Aldrich Corporation, St. Louis, MO, USA) in 0.1 M phosphate buffer solution (PBS) for 48 hours and then decalcified in 10% EDTA/PBS (pH 7.4) (Sigma Aldrich Corporation, St. Louis, MO, USA) at 4°C for 2 weeks. The tissues were processed for paraffin embedding, and 5 μm sections were prepared for hematoxylin & eosin (H&E) staining and other histological analyses.

#### RNAscope Staining of Gli1 and Din

Dual RNAscope staining was carried out with the RNAScope 2.5 HD Brown Duplex Reagent Kit (Advanced Cell Diagnostics, 322500, Newark, CA, USA) on 5-μm FFPE tissue sections prepared from mandibles of P15 mice according to manufacturer’s instructions. Briefly, slides were baked for 1 hour at 60 °C before use. After deparaffinization and dehydration, the tissues were air-dried and treated with a hydrogen peroxidase blocker before boiling at 100–104 °C in target retrieval reagents for 15 min. Protease was then applied for 30 min at 40 °C. Target probes LacZ and Gli1 (Advanced Cell Diagnostics, 461191, 311001) were hybridized for 2 h at 40 °C, followed by a series of signal amplification and washing steps. All hybridizations at 40 °C were performed in HybEZ^™^ II Hybridization System (Advanced Cell Diagnostics). RNA staining signal was identified by two colors: green chromogenic dots developed by HRP for the *Gli1* probe and red chromogenic dots developed by AP for the *LacZ* probe. Following the RNAscope assay, samples were counterstained for 2 min with hematoxylin.

#### Cryosection and X-galactosidase (Gal) Staining

The *Din-KO* allele has a LacZ reporter driven by endogenous *Din* promoter, which can be used for indicating *Din* expression (Fig. 1A. tm1b). X-Gal Staining was performed on the cryosections of mandibles obtained from 4 weeks old *Din-KO* heterozygous (normal) mice as described previously^39, 46^. Briefly, tissues for cryosection were fixed in 4% PFA for 24 hours at 4 °C followed by decalcification in 10% EDTA for 2 weeks. 30% sucrose dehydration at 4 °C overnight followed by OCT embedding for cryosection. Cryo-sections were fixed with 0.2% glutaraldehyde in PBS at 4 °C for 30 min. The sections were washed for three times in 0.005% NP-40 and 0.01% sodium deoxycholate and then incubated in staining solution (5 mM potassium ferrocyanide and potassium ferricyanide, 2 mM MgCl2, 0.4% X-Gal in dimethylformamide) at 37 °C for 3–24 hours. Post fixation was done with 4% PFA in PBS at room temperature for 1 hour followed by counterstaining with nuclear fast red (Vector Laboratories Inc, Newark, CA, USA)

#### Cell Proliferation (EdU) and TUNEL Assays

Mice were i.p. injected with EdU (50 mg/kg in PBS, ThermoFisher, C10352, Carlsbad, CA, USA). The mandibles were collected 2 h after injection and processed for cryosection or FFPE section. EdU incorporation was detected using a Click-iT Kit (ThermoFisher Scientific, C10337, Waltham, MA, USA) as we previously described^39^. For TACs assay, mice were injected EdU at P10, P15 and P21 days.

Apoptotic cells were examined on the FFPE sections via TUNEL staining using an ApopTag Plus In Situ Apoptosis Fluorescein Detection Kit (Millipore, S7111, Burlington, MA, USA) according to the manufacturer’s instruction. DAPI was used as counterstaining.

#### Immunofluorescece Staining of DSPP and AMEL with EdU

EdU injection, mandible collection, paraffin embedding, FFPE section and IF staining were performed as described above. IF staining of DSPP and AMEL was performed as previously described^40^. The primary antibodies were anti-DSPP (1:200, Abcam, ab216892, Burlingame, CA, USA) and anti-AMEL (1:500, Santa Cruz Biotechnology, sc-32892, Dallas, TX, USA). Primary antibodies were detected using AlexaFluor488 conjugated secondary antibody and AlexaFluor633 conjugated secondary antibody (ThermoFisher, A-11034, and A-21070). DAPI was used for counterstaining.

### Label Retaining Cell Assay

*Din*-KO and WT mice were i.p. injected EdU (50 mg/kg) at P10 for consecutive 7 days, and sacrificed at postnatal 8 weeks as described previously^47^. Briefly, the mandibles were fixed with 4% PFA followed by decalcification and PEGASOS tissue clearing^48^. Fluorescent imaging was acquired by an SP8 Confocal Microscope (Leica Microsystems, Wetzlar, Germany). Image processing and 3D rendering were performed with Imaris 9.0 (Bitplane, Belfast, UK) as described previously^47^.

### Single-Cell RNA Sequencing (scRNA-seq)

#### Preparation of Single Cell Suspension

The proximal tissues of the lower incisors of P15 *Din*-KO mice and WT mice were obtained with fine forceps in ice-cold PBS. The tissue was minced into 0.5 mm pieces and dissociated into single-cell suspension by digesting in a-MEM containing 2.5 mg/ml liberase and 1U/μl DNase at 37C° for 30 min, then terminated with 10% FBS and passed through Pluri-strainer Mini 70μm (PluriSelect, 43-10070-40, El Cajon, CA, USA). Dead cells were removed using the Dead Cell Removal Kit (Miltenyi Biotec, 130-090-101, MD, USA).

#### Library Construction and Sequencing

Cell barcoding, cDNA synthesis, and library preparation were done following the protocols of 10X Next GEM single-cell 3’ reagent kits V3.1 (10× Genomics, 1000128, Peasanton, CA, USA). Quality control for cDNA and library was performed on a 2100 Bioanalyzer (Agilent Technology). Sequencing was performed with NovaSeq PE-150 at LC Sciences (Houston, TX, USA).

#### Bioinformatics Analysis of scRNAseq Data

Sequencing results were demultiplexed and converted to FASTQ format using Illumina bcl2fastq software. The CellRanger (https://support.10xgenomics.com/single-cell-gene-expression/software/pipelines/latest/what-is-cell-ranger) was used to perform barcode processing and 3’ gene counting. The cDNA insert was aligned to the mm10/GRCm38 reference genome. Only confidently mapped, non-PCR duplicates with valid barcodes and UMIs were used to generate the gene-barcode matrix. Further analysis included quality filtering, the identification of highly variable genes, dimensionality reduction, and standard unsupervised clustering. Low-quality cells with fewer than 1,000 detected genes were removed. Cells with more than 10% of the transcripts coming from mitochondrial genes or more than 3% Hbb/Hba content were also removed. Dimensionality reduction was performed with UMAP as described previously^49^. A joint analysis of *Din*-KO and WT data was performed following the Seurat integration procedure^50, 51^. Cell-cycle scoring and regression were performed with the default list of cell-cycle genes. Clustering was performed with ‘FindClusters’ and ‘resolution=1’. Cluster marker genes were identified with ‘FindAllMarkers’. Trajectory analyses were carried out on the odontogenic subset using Monocle 3 and TradeSeq^52, 53^. Cell-cell communication analysis were performed using CellChatand CellphoneDB v2.1.4^54, 55^.

#### Re-visiting Open-Access scRNA-seq Data

The raw scRNA-seq data matrices of dental cell type atlas available online from PK lab, Harvard University, were analyzed through bioinformatics using the R codes for retrieving each cluster from the data matrix to examine the expression pattern of *Din* in different cell populations in mouse incisors. Dimensionality reduction and cluster annotation information of cell subgroups in the whole incisor was performed and the cell subgroups expressing *Din* were analyzed tSNE embedding and cluster annotation information was obtained at: http://pklab.med.harvard.edu/ruslan/dental.atlas.html. R codes for retrieving each cluster from the matrix were obtained at: http://pklab.med.harvard.edu/ruslan/tooth_atlas/scripts/. The data analysis protocol was followed as described previously^56^.

### Lineage Tracing of Gli1+ MSCs

*Gli1-CreER*^*T2*^ and *td*-Tomato mice were crossbred with *Din*-KO mice to generate *Gli1*^*CrERT2/+*^;*Din-KO*^*+/−*^;*td-Tomato* (heterozygous normal) and *Gli1*^*CrERT2/+*^;*Din-KO*^*−/−*^;*td-Tomato* (homozygous KO) mice. CreER expressions were induced by a single injection of tamoxifen (75 mg/kg, i.p.) at P11, and td-Tomato expressions were traced for 36 h, 3 days and 7 days. The tissues were harvested and processed for cryosections. 10 μm cryosections were prepared in cryotome (Leica, CM 1860) and processed for fluorescent microscopy using a scanning microscope (Olympus, BX61VS Slide Scanners, Center Valley, PA, USA).

### Incisor Injury Repair Assay

6-weeks old *Din*-KO mice and their heterozygous (normal) littermates were used for injury repair assays. The mice were anesthetized with isoflurane. The left lower incisors were clipped at the level of gingival papilla by removing the erupted part. The length of broken incisors was measured with a digital caliper (VWR, Radnor, PA, USA) on daily basis for 10 days.

### Primary Culture of Dental Pulp Gli1+ MSCs and CFU-F Assay

Incisor pulp was obtained from 6 weeks-old *Gli1*^*CrERT2/+*^;*Din-KO*^*+/−*^;*td-Tomato* (heterozygous normal) and *Gli1*^*CrERT2/+*^;*Din-KO*^*−/−*^;*td-Tomato* (homozygous KO) mice after tamoxifen induction for 2 days. The dental epithelium was carefully removed with fine forceps.The pulp tissue was minced into 0.5 mm pieces and dissociated into single-cell suspension by digesting in a-MEM containing 2.5 mg/ml liberase and 1U/μl DNase at 37C° for 30 min, then terminated with 10% FBS and passed through Pluri-strainer Mini 70μm (PluriSelect). The cell suspension was sorted using the FACSAria II (BD Biosciences, Franklin Lakes, NJ, United States).

For CFU-F (colony forming unit-fibroblasts) assay, the *Gli1*+ MSCs obtained from cell sorting were seeded in a 100 mm plate at approximately 1million cells per 10 ml of growth medium. The cells were grown for 3 days and the growth medium changed to remove unattached cells and selectively grow the adherent MSCs. The adherent MSCs were further grown until the 5^th^ day to reach approximately 70% confluency. Passage 2 MSCs were seeded in 6 well plates at a low density of 1×10^4^ cells and grown in growth media containing a-MEM, 10% FBS, 1% antibiotic-antimycotic for 3 weeks. Cells were washed with PBS and fixed with 100% methanol. Cells were stained with crystal violet solution. Gross photographs of the stained plates were taken and the CFU-F colonies were counted manually.

### Tri-lineage Differentiation Assay

For osteogenesis assay, the *Gli1*+ MSCs obtained from cell sorting were cultured in 6 well plates at a density of 4.2 ×10^3^ cells/cm^2^ in 2 ml StemXVivo Osteogenic/Adipogenic Base Media (Bio-Techne, CCM007, Minneapolis, MN, USA) with 1% antibiotic-antimycotic (ThermoFisher) until 70 % confluency was reached. The cells were further grown in differentiation media with StemXVivo Mouse/Rat Osteogenic supplement (Bio-Techne, CCM009) for 3 weeks with media changed every 3 days. The cells were stained with Alizarin Red S and the photograph was obtained. The cells were scrapped with 10 % acetic acid, mixed homogenously in a vortex, and centrifuged, the colored supernatant was collected and neutralized with 10% ammonia water. The colorimetric assay was performed to obtain the OD values using a Biotek Cytagen Gen5 microplate reader (Agilent, Santa Clara, CA, USA) and the differences were shown in statistics.

For adipogenesis assay, the MSCs in StemXVivo Osteogenic/Adipogenic Base Media reached 100 % confluency were further grown in differentiation media made with Human/Mouse/Rat StemXVivo^®^ Adipogenic Supplement (Bio-Techne, CCM011) for one week with media changed every 3 days. The cells were stained with Sudan Red III and counterstained with Mayers Hematoxylin. The bright field imaging of cells was done under the inverted microscope. Random pictures of cells were taken from 10 different microscopic fields and the number of red-stained adipocytes were counted manually between *Din*-KO and WT cells.

For chondrogenesis assay, 1.25 × 10^5^ MSCs in StemXVivo Chondrogenic Base Media (Bio-Techne, CCM005) were centrifuged at 200 × g for 5 min to pellet the cells. The pellets in tubes were incubated upright in completed StemXVivo Chondrogenic Differentiation Media (Bio-Techne, CCM006) at 37° C and 5% CO_2_ for 2 days with media changed every 2–3 days. Chondrogenic pellets were harvested after 20 days in culture and imaged under the inverted microcope.

### Cell Scratch Motility Assay

*Din*-KO and WT MSCs were cultured in 6 well plates in StemXVivo Mesenchymal Stem Cell Expansion Media (Bio-Techne, CCM004) to obtain a cell monolayer of 70 % confluency. Plastic pipette tip was used to make a straight scratch line on cells monolayer. Cell migration towards the scratch line were observed in 0 , 5 and 10 h and microscopic photographs taken. The distance between two scratch lines in the photographs were measured in Image J software to determine differences in the cell migration distance between *Din*-KO and WT MSCs.

### Senescence β-Gal Staining

*Din*-KO and WT MSCs were cultured in 12 well plates in StemXVivo Mesenchymal Stem Cell Expansion Media to obtain a cell monolayer of 80 % confluency. The senescence of *Din*-KO and WT MSCs was examined by β-Gal Staining kit (Cell Signaling, 9860, Cell Signaling, Danvers, MA, USA) following the manufacturer’s instructions. Random pictures of cells were taken from 10 different microscopic fields and the number of blue-stained senescence cells were counted manually between *Din*-KO and WT cells.

### Q-PCR

The proximal tissues of lower incisors were dissected from postnatal 0, 7, 14, and 28-day-old *Din*-KO and WT mice using fine forceps under a stereo microscope. The tissues were flash-frozen in liquid nitrogen, crushed using a mortar and pestle, and total mRNA was extracted using a RNeasy Kit (QIAGEN, 74104, Germantown, MD, USA) following the manufacturer’s protocol. 1 μg total RNA was used to make cDNA using a Reverse Tanscriptase kit (QIAGEN, 220211). P16 and P21 qPCR primers were designed, and the mRNA levels were determined using quantitative real-time PCR (qRT-PCR) analysis performed in triplicates using the SYBR Green method in the Biorad CFX 100 qPCR analyzer. The housekeeping gene, *gapdh*, was used to normalize the expression levels of target genes.

### Microscopy

Bright-field images were acquired by an Olympus CX43 Upright Light Microscope or an Olympus CKX41 inverted microscope connected with a DP27 imaging system (Olympus). Immunofluorescent images were acquired by an Olympus BX61VS Slide Scanner (Olympus) or an SP8 confocal microscope (Leica).

### Mammalian Expression Vectors

#### pCMV6-Din-GFP vector:

The cDNA of mouse *Din* (*4930453N24Rik*) was synthesized by GenScript with HindIII and MluI restriction sites on 5’ and 3’ ends and subcloned into *pCMV6-AC-GFP* vector (OriGene, PS100010, Rockville, MD, USA) to form a *pCMV6-Din-GFP* vector for mammalian expression.

#### pCMV6-Din-HA Vector:

The *GFP* sequence in *pCMV6-Din-GFP* vector constructed above was removed by MluI and PmeI restriction enzymes. An *HA cDNA* sequence synthesized by GenScript with MluI and PmeI restriction sites on 5’ and 3’ was subcloned into the *GFP*-removed notch to form a *pCMV6-Din-HA* vector for mammalian expression.

### Transient and Stable Cell Transfection

For transient expression of Din-GFP fusion proteins, HEK293 and NIH/3T3 cells were seeded in a 12-well plates in 1×10^5^/cm^2^ density, and grown for 70% confluency in a growth medium containing α-MEM, 10% Heat Inactivated FBS and 1% antimycotic-antibiotic. The *pCMV6-Din-GFP* plasmid was transfected to the cells using Lipofectamine 3000 (ThermoFisher, L3000001) in Opti-MEM media (ThermoFisher, 31985070) following the manufacturer’s instructions. The cells were fixed with 10% neutral buffered formalin and permeabilized with 0.1% Triton-X 100 in PBS and immunostained with β-Actin primary antibody (Cell Signaling, 4967) and nuclei counterstained with Gold Antifade Reagent with DNA Stain DAPI (ThermoFisher, P36931). Imaging was done using an SP8 confocal microscope (Leica).

For stable expression of Din-HA fusion proteins, NIH/3T3 cells transfected with *pCMV6-Din-HA* plasmids were selected with neomysin following ThermoFisher Stable Transfection Protocol. The expression of DIN-HA fusion proteins was confirmed by Western Blotting using anti-HA antibody (ThermoFisher, 26183). Cells stably transfected with *pCMV6-AC-GFP* plasmids were used as blank control.

#### Co-Immunoprecipitation and Mass Spectrometry

Cells stably expressing *Din-HA* were harvested at 90% confluency and lysed on ice for 15 min. Co-IP was performed using Pierce^™^ HA-Tag IP/Co-IP Kit (ThermoFisher, 26180) according to the manufacturer’s instructions. The precipitated proteins with DIN-HA were eluted with SDS sample buffer and heated at 95C° for 10 min and subjected to BCA quantitation. Equal amounts of proteins from each group were loaded on SDS-PAGE. Coomassie Blue stained protein bands were cut off and diced into ~1 mm^3^ pieces, then digested overnight with trypsin followed by reduction and alkylation with DTT and iodoacetamide. After solid-phase extraction clean-up, 2 μl of each sample was examined on a QExactive HF mass spectrometer coupled to an Ultimate 3000 RSLCNano liquid chromatography system (LC-MS) (ThermoFisher).

The LC-MS data were analyzed with Proteome Discoverer v2.4 (ThermoFisher), with peptide identification performed using Sequest HT searching against the mouse protein database from UniProt. Fragment and precursor tolerances of 10 ppm and 0.02 Da were specified, and three missed cleavages were allowed. Carbamidomethylation of Cys was set as a fixed modification, with oxidation of Met set as a variable modification. The false-discovery rate cut-off was 1% for all peptides. Proteins that were identified with only 1 peptide-spectrum match, identified but not quantified, or with potential contaminants were excluded from further analysis. The downstream analysis followed the workflow of the DEP package^57^. Protein-wise linear models combined with empirical Bayes statistics were used for the differential expression analysis. Empty vector IPs were used as experimental controls to provide a background list of proteins binding non-specifically to the construct. Proteins were filtered for protein fold change equal to or greater than 2.0. GO enrichment of differentially expressed proteins was performed using the Clusterprofile R package.

### G-LISA Assays

The dental pulpMSCscells isolated above were subjected to serum starvation for 48 h to lower the basal levels of GTPase activity and increase the response to a given activator. The cells were then activated with a 0% FBS growth medium containing Rho/Rac/CDC42 Activator I (Cytoskeleton Inc., CN04-A, Denver, CO, USA) for 2.5 hours, and with EGF for 3 min (Cytoskeleton, CN02) for Ras GTPases activation. The cells without RhoA/Rac/CDC42 Activator I and EGF were used as a control to measure the basal GTPase levels. Immediately the cells were washed with 10 ml ice-cold Ca^+^ and Mg^++^ free DPBS and lysed in 600 μl ice-cold cell lysis buffer on ice following the manufacturer’s instructions. The cells were scraped and collected in prechilled 1.5ml EP tubes and centrifuged at 10,500 rpm at 4°C for 1 min. The supernatant obtained was immediately aliquoted in multiple prechilled 1.5 ml EP tubes on ice. The cell lysates aliquots were flash-frozen in liquid nitrogen and stored at −80°C. The protein concentration of each sample was measured as per the manufacturer’s instructions using the 600 nm wavelength of BioTek Cytation 5 Spectrophotometer (Agilent). Ras/RhoA/Rac1/CDC42 GLISA Assay was performed adhering to the manufacturer’s instructions and recommendations. Briefly, each protein sample concentration was equalized using the respective cell lysis buffer and subjected to Ras/RhoA/Rac1/CDC42 GLISA Assay. The final Ras/RhoA/Rac1/CDC42 activity was measured using the 490 nm wavelength of BioTek Cytation 5 Spectrophotometer comparing WT and *Din*-KO MSCs.

### Protein Domain Prediction

Phyre2 and cNLS Mapper were employed for protein domain prediction.

### Statistics

At least three independent samples were used in analysis wherever required and the data were expressed as mean ± SD. Unpaired Student’s t-test and one-way ANOVA were used to analyze data sets with two groups and when comparing more than two groups respectively. For one-way ANOVA, p-values were determined followed by Tukey’s multiple comparison tests. Prism software package (GraphPad Prism 9) or Microsoft Excel were used in statistical calculations. *P<0.05, **P<0.01, ***P< 0.001, and ****P<0.0001 were used to determine statistically significant differences.

## Supplementary Files

This is a list of supplementary files associated with this preprint. Click to download.

- FigS1.jpg
- FigS2.jpg
- FigS3.jpg
- FigS4.jpg
- FigS5.jpg
- supplementarytable1.xlsx
- supplementarytable2.xlsx

## Figures and Tables

**Figure 1:**
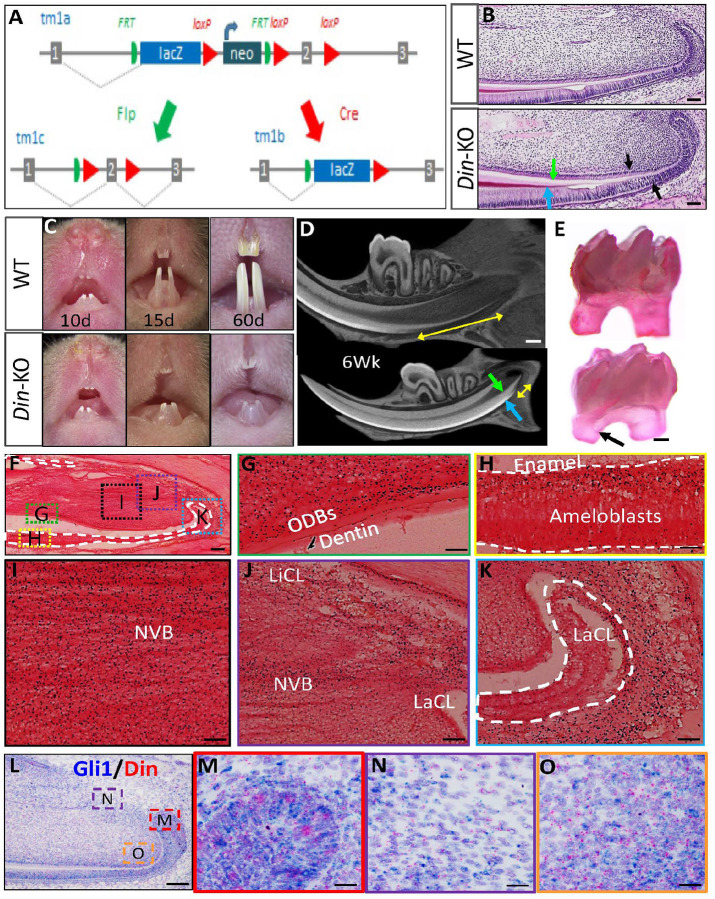
Generation of *Din*-mutant alleles, tooth phenotypes in *Din*-KO mice, and *Din* expression pattern in mouse lower incisors. **A.** Generation of *Din*-KO and *Din*-flox alleles. tm1a, gene-trap allele targeting intron 1 and exon 2 of *Din* gene. tm1b, *Din*-KO allele was generated by crossbreeding the gene-trap allele tm1a with a germline-expressing *Cre* allele to remove Neo cassette and exon 2. tm1c, *Din*-flox allele was generated by crossbreeding the gene-trap allele tm1a with a germline-expressing *Flp* allele to remove LacZ and Neo cassettes. **B.** HE staining of sagittal sections of lower incisors from P10 mice revealed more mature and higher column morphology of pre-ameloblasts and pre-odontoblasts in *Din*-KO mice (black arrows) compared to WT. Accordingly, the dentin (green arrow) and enamel matrix (blue arrow) in *Din*-KO incisors showed an early onset of secretion. **C.** Front view of upper and lower incisors in *Din*-KO and WT mice at postnatal ages 10, 15, and 60 days. The *Din*-KO incisors showed arrested growth after eruption. **D.**Sagittal sections of 3D reconstructed μ-CT images of lower incisors of 6-week-old mice. The *Din*-KO incisors showed “overgrown” dentin and obstructed pulp chamber. Mature dentin (green arrow) and enamel (blue arrow) extended to the proximal side near cervical loops. The distance of proximal region without mature dentin and enamel (double-arrowed yellow line) was dramatically reduced in *Din*-KO incisors. **E.** The molars of *Din*-KO mice showed nearly normal crown and underdeveloped roots. **F.** X-galactosidase staining on sagittal cryosections of lower incisors from 4-week-old *Din*-KO heterozygotes (*Din* expression was indicated by LacZ). Counterstained with Nuclear-Fast Red. **G.** Enlarged box G in F. LacZ was detected in pulp cells and odontoblasts (ODBS). **H.** Enlarged box H in F. LacZ was detected in ameloblasts. **I.**Enlarged box I in F. The neurovascular bundle (NVB) in dental pulp showed robust LacZ staining. **J.** Enlarged box J in F. The MSC niche between lingual cervical loop (LiCL) and labial cervical loop (LaCL) showed robust LacZ staining. **K.** Enlarged box K in F. The cervical loop barely had *Din* expression, while the dental follicle cells posterior to LaCL showed robust LacZ staining. **L.** Dual RNAScope staining of *Din* and *Gli1* on sagittal FFPE sections of lower incisors from 4-week-old mice. Counterstained with hematoxylin. **M.**Enlarged box M in L. *Din* and *Gli1* showed co-expression in cervical loop cells. **N.** Enlarged box N in L. *Din* and *Gli1* showed co-expression in MSC niche cells. **O.** Enlarged box O in L. *Din* and *Gli1* showed co-expression in mesenchymal TACs. Scale bars: B, 100 μm; D, 1 mm; E, 0.5 mm; F and L, 200 μm; G-K and M-O, 50 μm.

**Figure 2:**
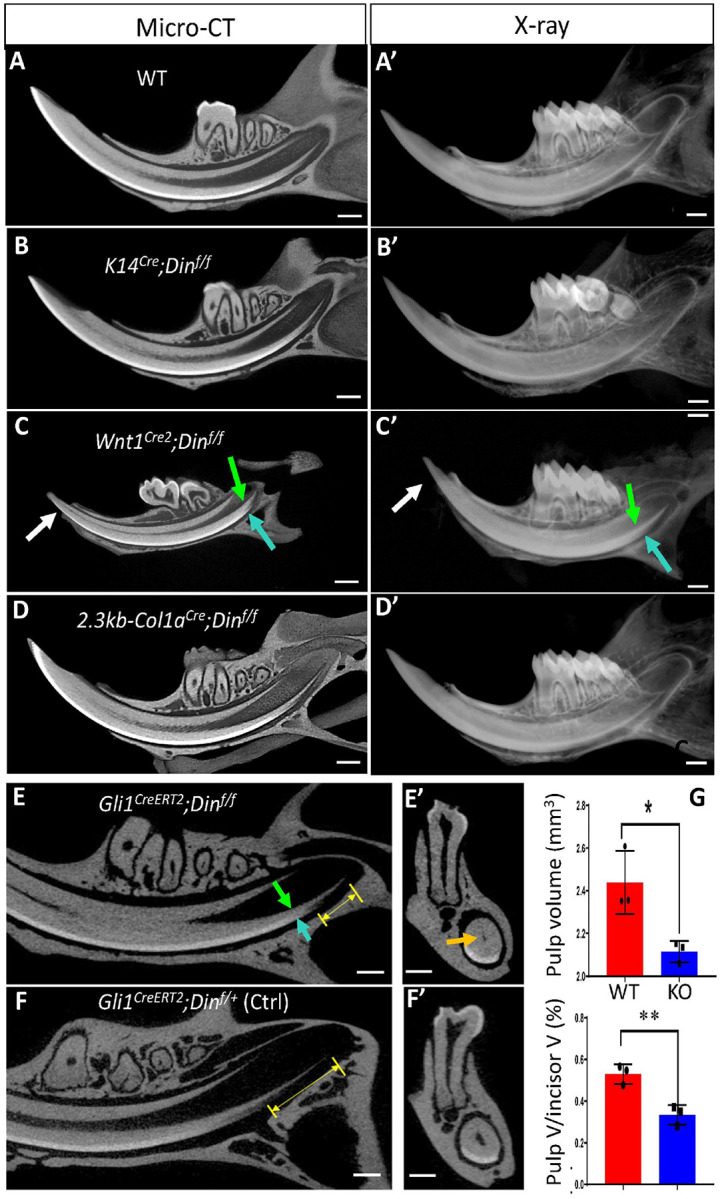
Conditional knockout (cKO) of *Din* from different cell lineages. **A.** Lower incisors of 6-week-old WT mice. **B.** *K14*-Cre derived *Din*-cKO from epithelial cells did not cause any dental abnormalities in lower incisors. **C.** *Wnt1*-Cre2 derived *Din*-cKO from cranial neural crest cells recapitulated the phenotypes of dentin (green arrow), enamel (blue arrow), and arrested growth after eruption (white arrow) observed in *Din*-KO incisors. **D.** 2.3kb *Col1a*-Cre derived *Din*-cKO from *Col1a*-expressing cells did not cause any dental abnormalities in lower incisors. **E.** *Gli1*-CreERT2 derived *Din*-cKO from *Gli1*-expressing MSCs resulted in obstructed pulp chamber (orange arrow), proximal dentin (green arrow) and enamel (blue arrow), and reduced length of immature dentin and enamel in cervical loop region (double-arrowed yellow lines) in the lower incisors of 4-month old cKO mice in comparison with heterozygous control (Ctrl) in **F. G.** The incisor pulp volume and the ratio of pulp/incisor volume were significantly reduced in *Gli1*-CreERT2-derived cKO mice in comparison with control mice. N=3. *, P<0.01. **, P<0.001. Scale bars, 1 mm.

**Figure 3:**
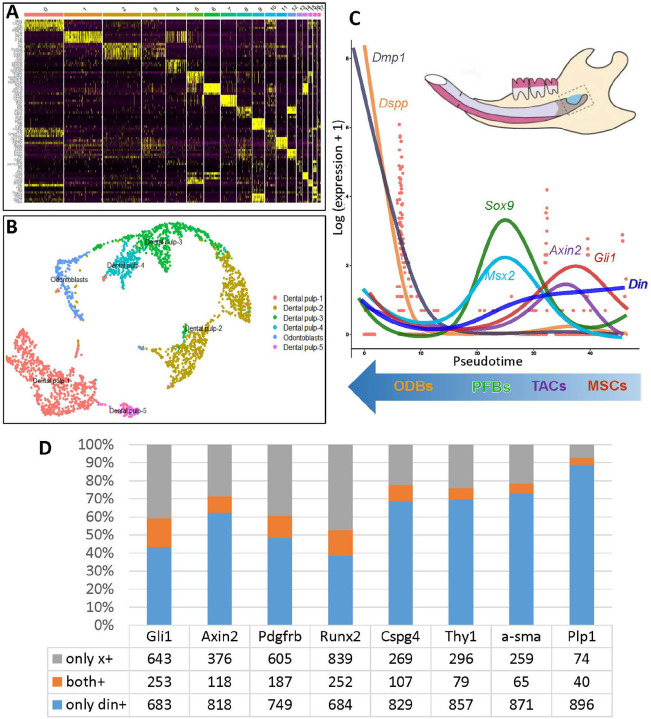
scRNA-seq analysis of incisor proximal tissues from 15-day-old WT mice. **A.** The cells in incisor proximal tissues were clustered into 17 groups based on their gene expression profile. **B.** Six clusters of dental pulp fibroblast cells excluding epithelial cells, blood cells, neuron cells, and immune cells, etc. **C.** Pseudotime analysis of pulp cell clusters determined the position of cells along the differentiation trajectory. Each peak expression of genes, including *Gli1, Axin2, Sox9, Msx2, Dspp*, and *Dmp1*, corresponded to a specific differentiation stage of cells: MSCs (mesenchymal stem cells), TACs (transit-amplifying cells), PFBs (pulp fibroblasts), and ODBs (odontoblasts), distinguished by different colors. The expression level of *Din* showed a gradually decreasing trend along the differentiation trajectory, peaking in MSCs and TACs, and declining to lower levels in pulp fibroblasts and odontoblasts. **D.** *Din* expression was detected in a fraction of MSCs in multiple MSC subpopulations.

**Figure 4:**
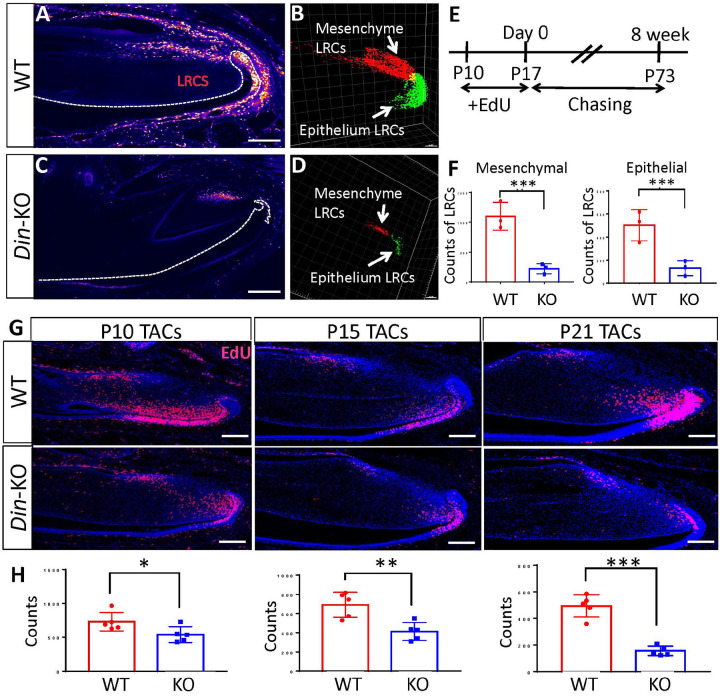
Label Retaining Cells (LRCs) and Transit Amplifying Cells (TACs) were significantly reduced in *Din*-KO incisors. **A.** An optical section of WT lower incisor showing LRCs in the stem cell niches. **B.** A 3D image reconstruction of epithelial and mesenchymal LRCs in WT incisors. **C.** An optical section of *Din*-KO lower incisor showing LRCs in the stem cell niches. **D.** A 3D image reconstruction of epithelial and mesenchymal LRCs in *Din*-KO incisors. **E.** EdU injection protocol for labeling LRCs. Mice were intraperitoneally injected with EdU, starting at P10 for 7 consecutive days. Mandibles were harvested after 8 weeks, on postnatal day 73. **F.** Statistic counts of dental epithelial and mesenchymal LRCs showed a significant reduction in *Din*-KO incisors. **G.** EdU assays indicated the proliferating TACs in lower incisors at P10, P15 and P21. **H.**The number of proliferating TACs in *Din*-KO incisors was significantly lower than in WT, and this difference worsened over time. N=3. *, P<0.05. **, P<0.01. ***, P<0.001. Scale bars, 200 μm.

**Figure 5:**
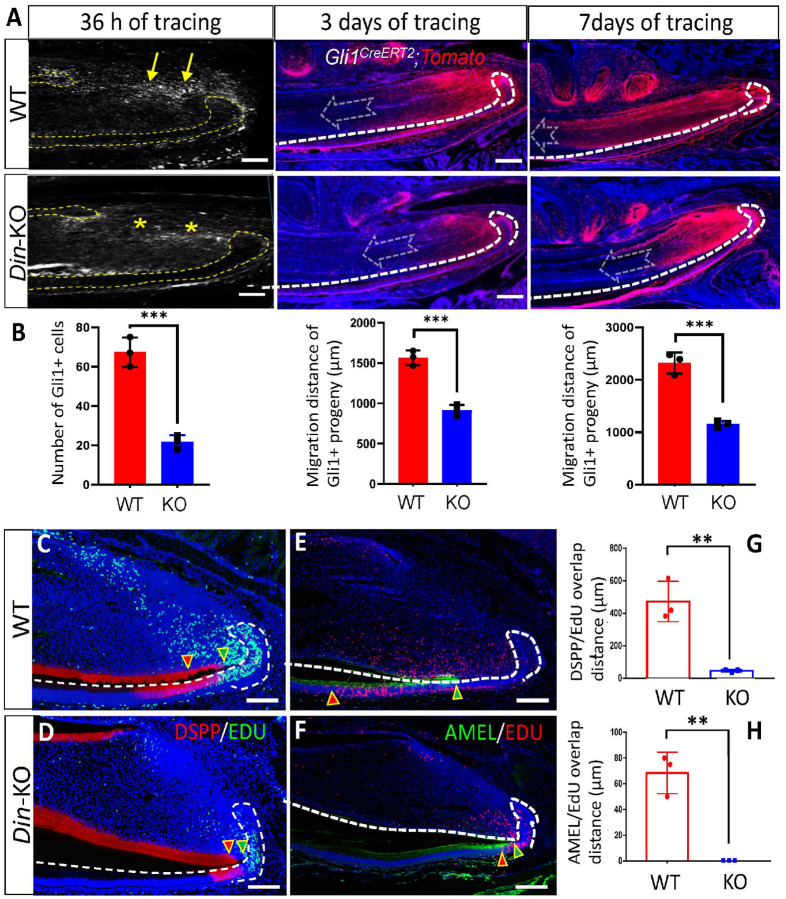
MSCs in *Din*-KO incisors showed impaired contribution to tissue turnover and differentiation potential. **A** and **B.** Lineage tracing of *Gli1*+ MSCs in lower incisors. After 36 h of lineage tracing, the *Din*-KO incisors showed reduced number of *Gli1*+ MSCs in the proximal stem cell niche (yellow asterisks and arrows). Following 3 and 7 days of lineage tracing, the *Din*-KO incisors exhibited compromised contribution of *Gli1*+ MSC progenies to tissue turnover toward the incisal side. **C, D** and **G.** Immunofluorescence staining of DSPP in *Din*-KO incisors revealed a strong expression on the proximal side near cervical loops compared to WT incisors. The overlap between DSPP and EdU (indicated by red and green arrowheads) was significantly diminished in *Din*-KO incisors, suggesting an impaired differentiation capacity of TACs. **E, F**and **H.** Immunofluorescence staining of AMEL in *Din*-KO incisors showed expression extending to cervical loops compared to WT incisors. The overlap between DSPP and EdU (indicated by red and green arrowheads) was significantly reduced in *Din*-KO incisors, indicative of a compromised differentiation potential of TACs. N=3. *, P<0.05. **, P<0.01. ***, P<0.001. Scale bars, 100 μm.

**Figure 6:**
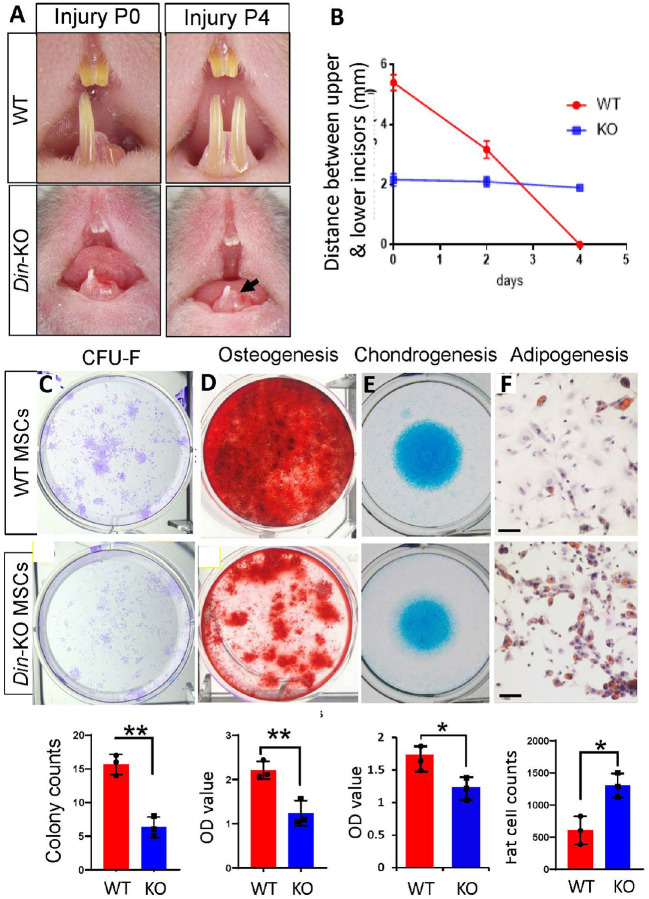
Injury healing, CFU-F and tri-lineage differentiation assays. **A** and **B.** Injury healing assay on lower incisors. The left lower incisors were clipped by removing the erupted part aligned with the gingival papilla. The fractured incisors of WT mice regrew to their normal length within 5 days. In comparison, the *Din*-KO incisors exhibited no discernible signs of healing growth or regeneration. **C.**CFU-F assay of MSCs isolated from lower incisors revealed significantly fewer colony formation by *Din*-KO MSCs compared to WT MSCs. **D** and **E.** MSCs isolated from *Din*-KO incisors showed compromised osteogenesis and chondrogenesis capacity compared to WT. **F.** *Din*-deficient MSCs showed enhanced adipogenesis capacity compared to WT. N=3. *, P<0.05. **, P<0.01. Scale bars in F, 100 μm.

**Figure 7:**
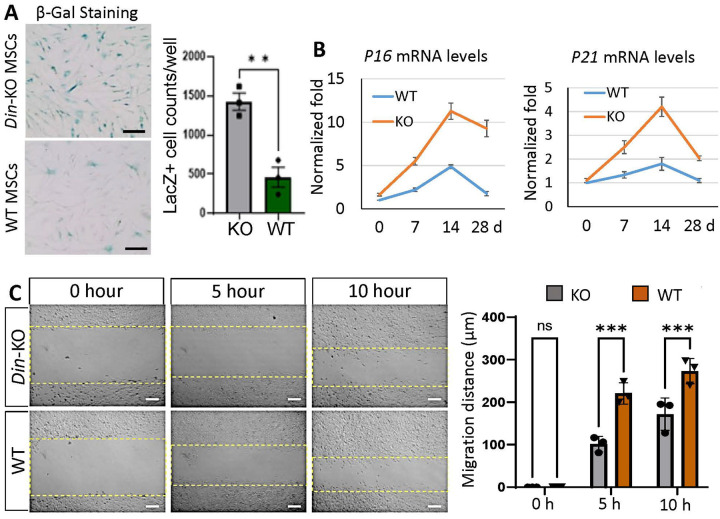
Senescence and motility assays. **A.** β-Gal staining showed significantly increased senescence in *Din*-KO MSCs than WT. n=3, **, P<0.01. **B.** Q-PCR analysis revealed elevated expression levels of *p16* and *p21* in *Din*-KO incisors from postnatal day 0 to day 28 compared to WT. **C.** Cell scratch motility assay demonstrated a significant reduction in motility of *Din*-KO MSCs compared to WT at 5 and 10 hours after scratching. N=3. ***, P<0.001. Scale bars, 100 μm.

**Figure 8:**
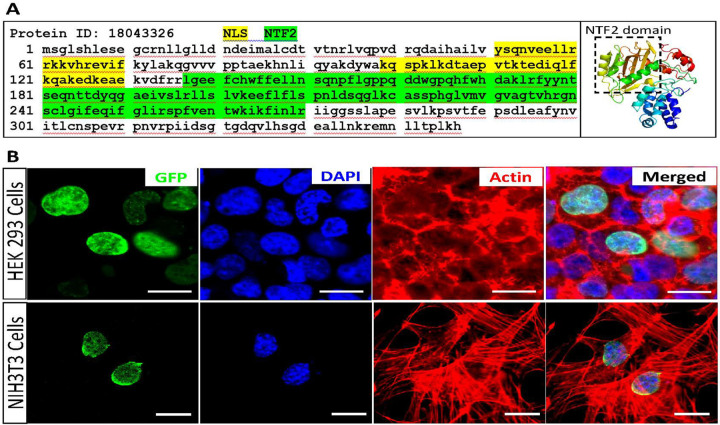
DIN protein is localized in cell nucleus (membrane). **A.** Amino acid sequence and predicted 3D structure of DIN protein. Left panel, bioinformatic analysis of DIN protein sequence revealed the presence of two Nuclear Localization Signals (NLS) and one Nuclear Transport Factor 2 (NTF2) domain within the DIN protein. Right panel, predicted 3D structure of DIN protein. NTF2 structure (boxed area) in the predicted DIN structure matches the reported NTF2 crystal structure. **B.** Subcellular location of DIN in cell nucleus. Transfection of *pCMV6-Din-GFP* expression vector into HEK-293 and NIH/3T3 cells showed robust localization of DIN-GFP fusion proteins in cell nucleus (membrane). Scale bars, 10 μm.

**Figure 9:**
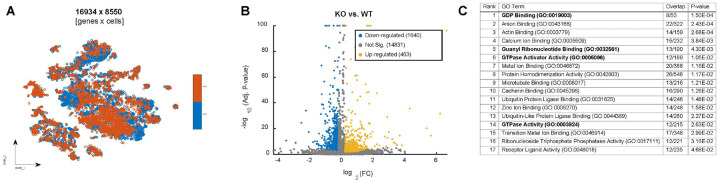
Transcriptomic alterations and pathway enrichment analysis between *Din*-KO and WT incisor fibroblasts revealed by scRNA-seq. **A.** tSNE projection of single cells colored by groups: WT orange and *Din*-KO blue. **B.** Volcano plot of differential gene expression between KO and WT cells. Each point represents a gene; significantly downregulated genes in KO are shown in blue (n = 1,640), upregulated genes in gold (n = 463), and non-significant genes in gray (n = 14,831). **C.** Result of enrichment analysis of downregulated genes using Enrichr. The enriched terms are shown, ranked by adjusted p-value, highlighting molecular functions associated with GTPase activity. “Overlap” indicates the number of DE genes found in each term relative to the total number of genes annotated to that term.

## Data Availability

The sequence data reported in this article have been deposited in the NCBI Sequence Read Archive (SRA) (BioProject ID: PRJNA1256476). The scRNA-seq expression matrices have been deposited in the NCBI Gene Expression Omnibus (GEO) database (GSE296021). The mass spectrometry data reported in this article have been deposited in MassIVE (ID: MSV000097647).

How the deposited data were processed for this re-analysis (not part of the article)

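Single-cell RNA sequencing of the proximal tissue of lower incisors at postnatal day 15 gave 4 libraries, 2 of WT and 2 of Din-KO mice. The authors deposited UMI counts per gene and barcode, made with CellRanger 6.0.2 against mm10/GRCm38, with no normalization. Total counts over all barcodes were 50423655 (WT replicate 1), 54348039 (Din-KO replicate 1), 32198098 (WT replicate 2) and 33076212 (Din-KO replicate 2). Of 32285 gene identifiers in the files, 99.6% were in the GENCODE annotation of GRCm38 used for coordinates.

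Cells with at least 1000 genes, at most 10% mitochondrial and at most 3% hemoglobin UMIs were kept, as the paper's methods state, which left 11310 of 20502 barcodes. Seurat 5.3.0 selected 2000 variable genes, regressed the cell cycle, integrated the libraries and clustered them at a resolution of 1 on 30 principal components, for the WT libraries alone and for all 4. A cluster was named from marker lists fixed before the data were examined, where at least 3 markers were detected and its 10 leading genes did not speak for another class. The rule for scoring markers was set with the data in hand. Scrublet marked 0.221% of cells as doublets, too few for the caller to have worked, so removing the highest-scoring share of 0.05 of each library was added as an alternative.

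UMIs were summed per library over mesenchyme-like cells and tested in edgeR 4.0.16 (TMM, its filter on low counts, quasi-likelihood test, Benjamini-Hochberg adjustment at 0.05), with 2 libraries in each group and no covariate. DESeq2 1.42.0 was an alternative. Gene lists were tested with camera (limma 3.58.1, preset correlation of 0.01), with an estimated correlation and with fry. The methods were tested on counts simulated with 200 changed genes. At the estimated dispersion edgeR recovered 52.5% of genes changed 4-fold with 7 false calls, and DESeq2 70.0% with 27. An exact permutation test of 2 libraries against 2 cannot give a two-sided p under 0.333.

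Diffusion pseudotime (scanpy 1.11.5, 10 diffusion components, 30 neighbors) stood in for the paper's trajectory method. Shares of cells with a UMI were also computed with each cell thinned to 2000 UMIs. Intervals and limits cover counting error only, and free RNA in droplets was not removed.

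The genes named in the text were Din, the genes the paper names for these data, the sex genes, and the 5 lower and 5 higher genes with the largest fold among those past the threshold, of which there were none. Genes of other lists are named only where a count is small or after their values were seen. Lists of interferon, p53 target and macrophage genes were added after the values had been seen. The lists fixed beforehand and reported here were the GTPase genes the study names, GTPase regulator and small GTPase families, and trajectory and senescence genes. Adipogenesis, osteogenesis, proliferation, dissociation stress, sex and hemoglobin genes were also among them. Alternatives were another size factor, DESeq2, no filter on low counts, each library left out, other cell selections and other clustering settings. The paper's gene ontology enrichment and trajectory software were not rerun, and Supplementary Table 1 was not used here. Some marker and gene list results are not reported here.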

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

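The tests of the interferon, p53 target and macrophage gene lists, and those of how Y-linked UMIs are spread over cells, were chosen after the results were seen.

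Y-linked genes appeared in both Din-KO libraries and hardly at all in WT, and the paper does not discuss these genes. Cells with a UMI of Ddx3y, Eif2s3y, Kdm5d or Uty and at most 1 UMI of Xist were 43.5% of mesenchyme-like cells in Din-KO replicate 1 and 43.0% in Din-KO replicate 2, and 0 in both WT libraries, where 98.1% and 95.7% held at least 3 Xist UMIs and no Y-linked one. Free RNA would spread the Y-linked UMIs over all cells, but they were found in 4.26% of cells with at least 3 Xist UMIs against 70.6% of those with at most 1 in Din-KO replicate 1, and in 6.55% against 85.3% in Din-KO replicate 2. The pattern is what mice of both sexes pooled in each Din-KO library would give, and WT libraries of females alone. The files do not state the sex of the mice. Xist was lower in Din-KO (log2 fold change -0.999), and since WT held no Y cells, sex cannot be told apart from genotype in sums over all cells. Among Xist cells alone the genotypes can be compared within one sex, and there edgeR called 0 genes, as over all cells.

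Interferon genes were higher in Din-KO mesenchyme-like cells, outside the genes the paper discusses. The 30 tested genes had a median log2 fold change of 1.50 and 0 were lower. camera with a preset correlation gave p = 9.54e-43, an estimated correlation 0.0406 and fry 0.0364, none of them adjusted for the choice of the list. With single libraries left out, an estimated correlation gave 0.132 to 0.227 and fry 0.108 to 0.255. In 22 of 30 genes both Din-KO libraries lay above both WT libraries, where chance gives 16.7% and all tested genes gave 11.4%. Among Xist cells alone the median was 2.00, and the Din-KO libraries were above WT by 1.95 and 1.57 in replicates 1 and 2. That was beyond the difference of 1.37 in size between the Din-KO libraries, and in 23 of 30 genes both Din-KO libraries lay above both WT libraries. An estimated correlation (0.0553) and fry (0.0609) were not past 0.05 there. The rise among cells of the same sex argues against the sex of the cells as its source, for these 30 genes. Within dental pulp-like clusters the rise (1.23 and 0.69) was not beyond the 1.29 between the Din-KO libraries (estimated correlation 0.130, fry 0.218), while within dental follicle-like clusters it was 1.38 and 1.75 against 0.39 (0.0373 and 0.0215), with both Din-KO libraries above both WT libraries in 27 of 29 genes. In cells without UMIs of stress genes it was 1.17 and 1.02 against 0.58 (0.0506 and 0.0818). RNA from immune cells stays open. In Xist cells macrophage genes had a median of -0.36, but they were higher in replicate 1 (0.35) and lower in replicate 2 (-1.34), so they decide nothing. The median was also positive in the other classes tested, at 1.81 in endothelium-like, 1.43 in macrophage-like, 0.99 in B-like and 0.87 in epithelium-like cells. The genotype stays open, since the libraries part it from sex only among Xist cells, where the tests above were not past 0.05. No biological explanation was tested.

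p53 target genes were higher too, as a set the paper does not analyse in these data. The 27 genes had a median log2 fold change of 0.87 and 3 were lower. camera gave p = 3.51e-19, which did not hold with an estimated correlation (0.0846) or fry (0.0816), and the rise (0.47 and 1.21 in replicates 1 and 2) was not beyond the 0.78 between the Din-KO libraries. No explanation was excluded. Among Xist cells the median was 0.70, not beyond the spread between libraries, so the sex of the cells stays open. In cells without UMIs of stress genes it was 0.49, past 0.05 with an estimated correlation (0.0403) and fry (0.0278), but the rise in replicate 1 (0.28; 0.67 in replicate 2) was not beyond the 0.30 between the Din-KO libraries, so dissociation stress stays open. Within dental follicle-like clusters the median was 1.23, beyond that spread, but within dental pulp-like clusters it was 0.46 and not beyond it, so a shift of cell types within the class stays open as well. The median was 0.88 in macrophage-like (fry 0.00768) and 0.71 in endothelium-like cells (fry 0.00384), and -0.09 in B-like and -0.06 in epithelium-like cells. Cdkn1a (P21), which the paper reports as higher in Din-KO by quantitative PCR, had a log2 fold change of 1.13. It was in the same direction but not past the threshold (standard error 0.47, adjusted p = 1.00 from edgeR). Cdkn2a (P16), which the paper also reports as higher, changed sign with the setting. Of the 2 senescence genes tested, 1 was lower in Din-KO.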

How the results depend on the processing

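The restriction to Xist cells, to dental pulp-like clusters, to cells without UMIs of stress genes and to cells without the highest doublet scores, fry with no filter on low counts, each library left out in the other classes, and each WT library alone for odontoblast-like cells were chosen after seeing the data.

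Din kept its sign in Din-KO against WT under all 15 alternatives, between -0.56 and -0.16, with adjusted p between 0.405 and 1.00. In odontoblast-like cells it was negative under all 7 alternatives. The 5 with a test lay between -0.41 and -0.22, and none was past the threshold, and WT replicates 1 and 2 alone, without a test, gave -0.03 and -0.47. The 25 WT clusters found here changed by less than 1.5 times in every clustering tried. So did the 7004 mesenchyme-like cells, also when chosen one by one, with the wider cell filter or without doublets. Restricting them to cells without UMIs of stress genes (2958) or to dental follicle-like clusters (1258) left far fewer.

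The counts of called genes moved with the test. Lower genes were 0 in edgeR (19 at an unadjusted p under 0.05), 0 in DESeq2 and 5772 in the Wilcoxon test over cells. Higher genes were 0 in edgeR (133 at an unadjusted p under 0.05), 17 in DESeq2, 9 with no filter on low counts and 857 in the Wilcoxon test over cells. With single libraries left out, higher genes ranged from 0 (without WT replicate 1) to 8 (without Din-KO replicate 1), with 2 without WT replicate 2 and 3 without Din-KO replicate 2. The lone library left in a group is assumed to vary like the other group. The groups then also hold unequal replicate numbers, so values with a library left out mix the genotype with the difference between replicates. The GTPase genes the study names were called 12 times by the Wilcoxon test over cells and 0 by edgeR and DESeq2. The cause was not tested for the filter and the left-out libraries. The Wilcoxon test counts cells as replicates.

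The libraries share replicate numbers, and the sources do not say that a number marks a litter or batch. Across genes the deviations from the group means correlated between same-numbered libraries (Pearson r 0.785, Spearman rho 0.770; genes are not independent replicates). With the replicate number as a block, edgeR called 39 genes lower and 111 higher, and 8 of the GTPase genes the study names adjusted over the list alone (0 over all genes). Of the 39 lower genes 0 were among the 234 GTPase regulator family genes (Fisher's exact test p = 1.00). Interferon genes gave 0.0862 with an estimated correlation and 0.0208 with fry. Under the block 51 genes changed in B-like, 160 in endothelium-like, 158 in macrophage-like and 0 in epithelium-like cells. Nras (0.018) and Dspp (0.47) changed sign.

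The set of GTPase regulator families changed direction by camera when cells were chosen one by one (median -0.019) and with the wider cell filter (-0.0023). With libraries left out its median ranged from -0.10 (without Din-KO replicate 2) to 0.22 (without WT replicate 2), past 0.05 without WT replicate 2 and without Din-KO replicate 1 (0.10). Small GTPase families passed 0.05 by camera with odontoblast-like clusters left out (-0.054), with the wider cell filter (-0.069), in Xist cells (-0.067) and in cells without UMIs of stress genes (-0.057), and by fry with no filter on low counts (-0.048). Of the 5 gene lists, 3 were past the threshold by camera, 1 with cells chosen one by one, 0 with the wider cell filter and 0 within dental pulp-like clusters. Under fry or an estimated correlation 0 were. The cause was not tested.

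The log2 ratio of Din along pseudotime was 0.65 with the root taken over all clusters and 0.74 after thinning. With the root over all clusters Gli1 rose from the first to the last bin in both libraries (log2 ratio -1.36 ± 1.21). The ratio of Din was 0.39 with 10 bins (-0.08 in WT replicate 1 and 0.87 in WT replicate 2). It was 0.23 with dental follicle-like clusters included (0.035 and 0.42). It ranged from 0.20 (without WT replicate 2) to 1.31 (without WT replicate 1). The share of cells with a UMI of Top2a or Mki67 was 0.458 percentage points higher in Din-KO after thinning. The difference was -0.666 with cells chosen one by one, and ranged from -0.814 (without Din-KO replicate 2) to 1.73 (without Din-KO replicate 1).

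Thinning lowered the share of marker-positive cells with a Din UMI to 7.33% (Gli1), 9.01% (Axin2), 7.25% (Pdgfrb), 5.11% (Runx2), 8.82% (Cspg4), 5.51% (Thy1) and 5.90% (Acta2), as fewer UMIs give fewer detections. With at least 2 UMIs of the marker it was 46.6% (Gli1), 49.1% (Axin2), 43.5% (Cspg4) and 56.1% (Thy1), and over all filtered WT cells 41.7% (Thy1) and 37.9% (Acta2). The cause was not tested for the last of these.

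In other classes, changed genes were 0 in B-like, 6 in endothelium-like, 0 in epithelium-like and 6 in macrophage-like cells by edgeR (115, 314, 145 and 288 at an unadjusted p under 0.05). They were 4, 56, 6 and 47 by DESeq2, and 23 (B-like), 198 (endothelium-like) and 148 (macrophage-like) with no filter. With libraries left out they ranged from 10 to 98, 39 to 235, 0 to 0 and 0 to 106.

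Of 521 values of 35 named genes, 452 kept sign and side of the threshold, 26 passed it and 43 changed sign. Among those with no call, other settings gave Dlc1 0.12, Nras 0.027, Gli1 -0.10, Msx2 0.082, Runx2 -0.33, Cdkn2a 0.17, Xist 0.35 and Tsix 0.51 in Xist cells, Acta2 -0.80 in dental pulp-like clusters, Dspp 0.15 and Cdkn2a 0.11 with cells chosen one by one, and Msx2 0.0084, Dspp 0.32 and Cdkn2a 0.027 with the wider filter. With libraries left out the ranges that crossed 0 were Vav3 -1.76 to 0.36, Acap2 -0.62 to 0.052, Dlc1 -0.29 to 0.19, Chn1 -0.59 to 0.16, Arhgap28 -0.64 to 0.094, Dnm1l -0.39 to 0.093, Nras -0.30 to 0.36, Rhoa -0.19 to 0.12, Rac1 -0.062 to 0.20, Gli1 -0.22 to 0.35, Sox9 -0.64 to 0.66, Msx2 -0.81 to 0.67, Dspp -3.14 to 4.25, Dmp1 -0.46 to 3.45, Pdgfrb -0.14 to 0.49, Runx2 -0.40 to 0.56, Cspg4 -0.034 to 1.31 and Cdkn2a -0.54 to 0.38. The cause was not tested.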

Differences from the paper's values

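The paper reports 6 mesenchymal groups in WT, and 10 clusters were mesenchyme-like here. The number was within 1.5 times the paper's at a resolution of 0.5 (8) and without integration (8), and not without regression of the cell cycle (10). The names were rebuilt from markers, which can move this number.

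The paper reports 1640 down-regulated genes and 0 were called by edgeR (19 at an unadjusted p under 0.05). No alternative set before the data were examined came within 1.5 times. DESeq2 gave 0, the fit with the replicate number as a block 39, and the Wilcoxon test over cells 5772. The paper reports 463 up-regulated genes and 0 were called (133 at an unadjusted p under 0.05). DESeq2 gave 17, no filter 9, the block 111 and the Wilcoxon test over cells 857, none within 1.5 times. Libraries were the replicates here. The paper's text does not name its test, its threshold or what it took as a replicate, and its cells (8550) and genes (16934) were not the same set as the 7004 cells and 15195 genes used here.

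The paper reports all 12 GTPase-related genes as significantly lower, and 0 were past the threshold in edgeR, although all 12 were negative. The Wilcoxon test over cells called 12, and 9 with every cell thinned. With the block 8 were called adjusted over the list alone. The other alternatives set before the data were examined called 0.

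The share of marker-positive cells with Din was about 24% for Axin2, about 24% for Pdgfrb, about 23% for Runx2, about 21% for Thy1 and about 20% for Acta2 in Fig. 3D, taken from the counts it prints and rounded. The values here were 40.4%, 37.0%, 36.7%, 43.5% and 41.8%. The legend of Fig. 3 names proximal tissue of WT mice, without saying which cell groups or filters the counts of Fig. 3D cover. The text cites the figure for open-access data as well as for its own, so the counts may include cells of another dataset, which was not tested. For Pdgfrb and Runx2 WT replicate 1 alone (31.2% and 33.0%) was within 1.5 times. All filtered WT cells, thinning and at least 2 UMIs of the marker were not within it for any of these 5 markers.

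The paper shows Din falling along the trajectory. The first bin was above the last (log2 ratio 0.39), but in WT replicate 1 bins 3 and 4 (37.7 and 38.5 CPM) were as high as the first (36.1 CPM), and with 10 bins the last (29.4 CPM) was as high as the first (27.7 CPM) there. With cells thinned to 2000 UMIs the ratio was larger (0.74 over both libraries), but WT replicate 1 was at 39.7, 35.1, 47.7, 34.8 and 19.5 CPM over the 5 bins, highest in the third, and the last bin rests on 14 UMIs of Din. In WT replicate 2 bins 3 and 4 rest on 4 UMIs and 1 UMI of Din without thinning, and on 2 and 0 with it. The paper describes low Din in odontoblasts, and the difference from other mesenchyme-like cells was -0.24 on the log2 scale (adjusted p = 0.532 from edgeR), lower in both libraries. Most of those cells lay in a cluster of 347 cells not led by Dspp. With classes formed from all 4 libraries odontoblast-like WT cells were at 20.2 ± 8.3 CPM (SD, n = 2) against 33.2 ± 4.2 in dental pulp-like ones, and the difference from other mesenchyme-like cells was -0.41 (adjusted p = 0.468 from edgeR).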

Other observations

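The tests of other splits of the libraries, of the Wilcoxon test over cells, of RNA downstream of the deleted exon and of gene length were chosen before the results were seen, and the comparison of Din across classes by an interaction term, Din by the sex of the cells and the macrophage genes were chosen after.

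The 4 libraries can be split 2 against 2 in 3 ways, and all 3 splits called at least as many genes as the split by genotype. That count decides nothing, since the split by genotype called 0 by edgeR (152 at an unadjusted p under 0.05, 17 by DESeq2) and no split can call fewer, and 3 splits cannot give a share under 0.05 either way. Replicate 1 against replicate 2 called 4107 genes (6470 at an unadjusted p under 0.05), and the split that put 1 WT and 1 Din-KO library on each side called 0 (19 at an unadjusted p under 0.05). The libraries thus differed more by replicate number than by genotype. The make-up of the class, the day of preparation and the animals may each lie behind the number and were not told apart.

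In the Wilcoxon test over cells, 6629 genes were called between genotypes and 4831 between groups that each held 1 WT and 1 Din-KO library. That grouping is carried by replicate 1, with 2990 Din-KO replicate 1 cells on one side and 2632 WT replicate 1 cells on the other, so it does not part genotype from library and decides nothing. How much of the genotype count comes from differences between libraries stays open. Of the called genes 87.1% were lower in Din-KO, and after thinning to 2000 UMIs 52.0% (95% Wilson interval 49.4 to 54.5; genes are not independent). The interval includes an even split, so whether any excess of lower genes is left once UMIs per cell are equal cannot be told apart from none.

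Din UMIs stayed in Din-KO libraries. Mesenchyme-like cells held 25.2 ± 3.3 CPM (SD, n = 2) in Din-KO, against 6.62 ± 1.2 in macrophage-like and 6.46 ± 5.4 in B-like cells of the same libraries. By the sex of the cells it was 33.3 CPM in Xist cells and 17.1 CPM in Y cells of Din-KO replicate 1 and 23.8 and 31.6 CPM in Din-KO replicate 2, so the Xist cells of Din-KO replicate 1 were close to those of WT replicate 1 (36.2 CPM). The share of cells with a Din UMI was above those classes in each Din-KO library, which is consistent with RNA from exon 3 downstream of the deletion rather than free RNA alone. In WT, macrophage-like and B-like cells were at 18.9 ± 3.5 and 26.9 ± 3.4 CPM, so these classes did not lack Din there. The log2 fold change of Din differed from that in mesenchyme-like cells by -1.64 (B-like), -0.86 (macrophage-like), -0.79 (endothelium-like) and -0.70 (epithelium-like), but adjusted over 4 classes none was past 0.05 (0.0785, 0.0785, 0.164 and 0.118 from edgeR). The B-like value rests on 1 and 5 UMIs of Din in Din-KO replicates 1 and 2, and in endothelium-like cells Din fell in replicate 1 only (10.5 CPM in WT and 14.5 CPM in Din-KO in replicate 2).

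GTPase regulators have long transcripts (median 5288 against 3257 bases for all genes), and gene length was weighed as a source of a lower set. Their median log2 fold change was -0.0019, and 10000 lists matched on length had a median of -0.02 (95% of lists between -0.05 and 0.01), so there was no lowering to explain and the test decides nothing.

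Other gene lists fixed beforehand gave these medians in Din-KO against WT mesenchyme-like cells. Proliferation genes were at 0.18, dissociation stress genes at 0.64 and adipogenesis genes at -0.22 (camera p adjusted over 5 lists 0.00997, 0.00997 and 0.0321), and senescence genes at 0.55 and osteogenesis genes at -0.09 (0.207 and 0.851). The senescence list held 2 genes, of which 1 was lower. The median and mean of the osteogenesis list were negative while camera gave the direction up. None of the 5 held with fry or an estimated correlation. The medians also moved with single libraries left out, which mixes the genotype with the difference between replicates. Dissociation stress genes ranged from -0.22 (without Din-KO replicate 2) to 1.37 (without WT replicate 2), osteogenesis genes from -0.99 to 1.16 (the same libraries), senescence genes from 0.0093 (without Din-KO replicate 2) to 0.97 (without Din-KO replicate 1), proliferation genes from 0.017 to 0.25 (the same libraries), and adipogenesis genes from -1.22 (without WT replicate 1) to -0.30 (without Din-KO replicate 2). In Xist cells proliferation genes were at -0.042. Trajectory genes had a median of 0.12, sex genes 9.22 and hemoglobin genes -0.39. Macrophage genes, a list added later, were at 0.38. By other assays the paper reports fewer proliferating TACs, more senescence, less osteogenesis and more adipogenesis in Din-KO. The medians of the proliferation and adipogenesis lists had the other sign, but RNA of a list is not the same measure as those assays. In these libraries 7.13% ± 0.16 of WT and 7.59% ± 1.80 of Din-KO mesenchyme-like cells held a UMI of Top2a or Mki67 after thinning (SD, n = 2). An exact permutation test gave a two-sided p = 1.00, the smallest possible being 0.333. Without thinning the share was 15.8% in each.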
